# Early pregnancy-induced transcripts in peripheral blood immune cells in *Bos indicus* heifers

**DOI:** 10.1038/s41598-020-70616-8

**Published:** 2020-08-13

**Authors:** Cecilia Constantino Rocha, Sónia Cristina da Silva Andrade, Gabriela Dalmaso de Melo, Igor Garcia Motta, Luiz Lehmann Coutinho, Angela Maria Gonella-Diaza, Mario Binelli, Guilherme Pugliesi

**Keywords:** Animal physiology, Transcriptomics

## Abstract

Immune cells play a central role in early pregnancy establishment in cattle. We aimed to: (1) discover novel early-pregnancy-induced genes in peripheral blood mononuclear cells (PBMC); and (2) characterize the temporal pattern of early-pregnancy-induced transcription of select genes in PBMC and peripheral blood polymorphonuclear cells (PMN). Beef heifers were artificially inseminated on D0 and pregnancies were diagnosed on D28. On D10, 14, 16, 18, and 20, blood was collected for isolation of PBMC and PMN from heifers that were retrospectively classified as pregnant (P) or non-pregnant (NP). PBMC samples from D18 were submitted to RNAseq and 220 genes were differentially expressed between pregnant (P) and non-pregnant (NP) heifers. The temporal abundance of 20 transcripts was compared between P and NP, both in PBMC and PMN. In PBMC, pregnancy stimulated transcription of *IFI6*, *RSAD2*, *IFI44*, *IFITM2*, *CLEC3B*, *OAS2, TNFSF13B, DMKN* and *LGALS3BP* as early as D18. Expression of *IFI44*, *RSAD2*, *OAS2, LGALS3BP, IFI6* and *C1R* in PMN was stimulated in the P group from D18. The novel early-pregnancy induced genes discovered in beef heifers will allow both the understanding of the role of immune cells during the pre-attachment period and the development of technologies to detect early pregnancies in beef cattle.

## Introduction

In cattle, pregnancy success depends on the maintenance of a functional corpus luteum (CL) beyond the time of luteolysis, which normally occurs between days 15 and 18 of the estrous cycle^1,2^. The CL maintenance in ruminants occurs in response to interferon-τ (IFN-τ) secreted by the conceptus^3^. The INF-τ glycoprotein binds to its receptors and consequently inhibits the pulsatile secretion of prostaglandin F2α (PGF2α) from the endometrium, preventing luteolysis^4^. Consequently, the CL remains active and secretes progesterone (P4) in concentrations sufficient for the establishment of pregnancy^1^. Success in this sequence of events determines the outcome of pregnancy; however, as many as 50% of pregnancies fail until day 17 after artificial insemination (AI)^5^.

The mechanisms that mediate embryo survival and death are incompletely understood, but the maternal immune system plays an important role in embryo development during the pre-attachment period^6^. A functional connection between the maternal immune system and the developing embryo is IFN-τ. The day-4 bovine embryo is already capable of synthesizing IFN-τ, which regulates the local immune environment in the oviduct^7^. In addition, the in vitro development of bovine embryos from morula (day-5) to blastocyst stage (day-9), starts signaling the uterine epithelial and immune cells in co-culture to modulate the anti-inflammatory response mediated by IFN-τ^8^. These changes contribute to conceptus growth and maternal immune modulation to prevent conceptus rejection^9^. Therefore, an immunological crosstalk between embryo and immune cells exist locally in the uterus, however, how those signals influence the immune cells is currently unclear.

Studies in ruminants during the last decades have reported that the IFN-τ up regulates the expression of interferon stimulated genes (ISGs) during early pregnancy in various tissues, such as the endometrium^10^, luteal cells^11^, liver^12^ peripheral blood mononuclear cells (PBMC) and peripheral blood polymorphonuclear cells (PMN)^13^. The transcriptional profile of classic ISGs, such as Ubiquitin like modifier 15 (*ISG15*), 2′-5′-Oligoadenylate synthetase 1 (*OAS1)*, MX dynamin like GTPase 1 (*MX1)* and MX dynamin like GTPase 2 (*MX2*) is closely associated with the IFN-τ secretion by the conceptus. Indeed, transcription usually increases from day 15 post-AI, reaches a peak on day 20 and reduces from day 22 on^14–16^. These findings suggested that IFN-τ may modulate the immune system during early pregnancy. Such information was used in recent studies that established that ISGs are diagnostic markers of pregnancy between days 18 and 20 days post-AI^14,15^.

In this context, early detection of pregnancy loss after AI is critical for dairy and beef cattle operations. The method to diagnose pregnancy that is used mostly in the beef industry is based on the ultrasonographic visualization of a viable embryo between 28 and 35 days after breeding^17^. Although the use of clean-up bulls after a timed-AI (TAI) is still the most used strategy in beef operations, the use of resynchronization programs based on efficient detection of pregnancy and exposure of non-pregnant females to a second TAI has increased in the last decade in beef and dairy operations^18^. Thus, in TAI programs the interval between two TAI is usually 32–40 days. For this reason, development of earlier diagnostic methods (≤ 20 days post-TAI) are desirable, because they would make possible to shorten the interval between subsequent TAIs, leading to improved reproductive efficiency^19,20^. Recently, earlier resynchronization strategies have been developed based on the detection of structural luteolysis using color Doppler ultrasonography to evaluate the luteal blood perfusion^14,21,22^. Although this method can be used as early as day 20 post-TAI and the occurrence of false-negative results are minimal, the presence of the conceptus is not detected and there is a 15–25% of false-positive diagnostics in dairy cows and beef heifers^23,24^.

A greater understanding of the role of immune cells during early pregnancy may result in improvements in the practical use of ISG expression as a tool to diagnose early pregnancies in cattle. For example, one study that compared ISG expression between PBMC and PMN reported that PMN may have an earlier response to IFN-τ secretion^13^, but that requires confirmation. Furthermore, the accuracy of using the expression of the classic ISG transcripts on PBMC for pregnancy detection on day 20 post-TAI is only about 60–83% in beef cows^14,25^. Hence, one potential strategy to improve this accuracy and to better understand the immune physiology during early pregnancy is the discovery of novel transcripts stimulated by the presence of a viable conceptus and use them as pregnancy markers in PBMC or PMN.

Therefore, we aimed with the present study: (1) to discover novel potential pregnancy markers in cattle through transcriptomic analysis using PBMC on day 18 post-AI in beef heifers; and (2) to evaluate the pregnancy-induced mRNA profile of those novel markers in PBMC and PMN during the first weeks post-AI. We hypothesized that newly-identified transcripts, other than the classic ISGs reported in immune cells, are differentially expressed between pregnant and non-pregnant beef heifers. We anticipate that such differences will serve as the basis for the selection of novel pregnancy markers in bovine immune cells before day 20 post-TAI. Furthermore, clues on novel mechanisms through which the conceptus signals its presence to the maternal system and modulates immune cell function will be gleaned from the current results.

## Results

The probabilities (significance or approached significance) for a group effect, a time effect and the group-by-time interaction were shown in the figures, and the probabilities for differences in discrete endpoints are given in the text.

### Study 1

The pregnancy rate on D28 post-TAI in the heifers that ovulated (n = 21) to the protocol was 43% (9/21). For the heifers selected for the transcriptomic analyses (n = 6/group), as expected, a greater CL area (*P* = 0.0002) blood perfusion (*P* < 0.0001) and plasma P4 concentrations (*P* = 0.003) on D18 was observed in the P group than in the NP group (Fig. 1).

**Figure 1:**
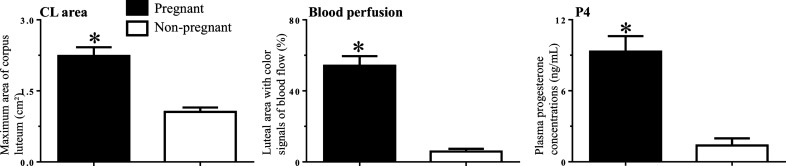
Mean ± SEM for CL area, CL blood perfusion and plasma P4 concentrations on D18 post-TAI of the pregnant and non-pregnant heifers select for RNAseq (6/group). *Means indicate differences (*P* < 0.05) between groups.

The RNAseq produced a total of ~ 240 million reads with an average of 20 million reads for each sample. Six biological replicates were analyzed for each group with the reads ranging from 17 to 21 million per sample after filtering. 

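PBMC, the lymphocytes and monocytes that a Ficoll gradient separates from granulocytes and red blood cells, were collected on day 18 post-TAI, and 1 stranded mRNA library was sequenced from each of 6 heifers of the P group and 6 heifers of the NP group. The heifers were chosen by the CL, with the largest and best perfused CLs in the P group and the smallest and least perfused in the NP group, so pregnancy and CL function differ together between the groups. The authors' processed values are CPM of the TMM-scaled library size, made from STAR gene counts on ARS-UCD1.2 and listed for 13433 genes after their filter. Every value was a whole multiple of what 1 read is worth in its library (100% of values within 0.001 read), which gave back the reads per gene. The listed genes held 12677512 to 16308786 reads per library in the P group (median 14652558) and 13248375 to 17189560 in the NP group (median 15173582), and all values here rest on these reads. The paper's depth, 17 to 21 M reads per sample, is given after read filtering. The uncharacterized gene LOC112444681 took the largest share of reads in each library, from 1.40% in P5846 to 4.78% in P5777.
No pair of libraries differed by as little as the sampling noise, as the lowest chi-square per degree of freedom over the 66 pairs was 16.9. One column of the NP group carries the heifer tag NP5768, as in Fig. 2b, while the sample labels list NP-5748, and it was used as an NP heifer without that tag being settled. Groups were compared with limma (trend) on log2(value + 0.5), two-sided, with Benjamini-Hochberg adjustment over all genes, so fold changes of genes with low values are understated. Gene lists written before the data were examined, but after the paper's supplementary tables had been read, were compared with limma camera. Single genes were also compared with an exact permutation test, whose smallest possible p for 6 against 6 heifers is 0.00216.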

After use STAR, approximately ~ 90% of the total reads uniquely mapped to the reference genome, excluding also reads that aligned ambiguously. After applying the variance and minimal value of base Mean filtering, a total of 13,434 genes were included in the differential expression analysis. 

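Markers of monocytes, the phagocytes among PBMC, were higher as a group in the P group by camera with its preset correlation, but not with an estimated one. The same held for genes of the lysosome, of complement and of pathogen sensing. All of these lists passed limma's fry, which tests the members of a list without comparing them with other genes. Its adjusted p was 0.0461 for monocyte markers, lysosome and complement and 0.00920 for pathogen sensing. The mean level of the monocyte markers differed between the groups (exact permutation test, p = 0.0130, n = 6 each). In the paper's supplementary tables 13 monocyte markers, 9 lysosomal genes, 4 complement genes and 5 pathogen sensors stand as differentially expressed in these heifers, so the lists are not independent of the data. With the monocyte markers as a covariate, members shared with them left out, the lysosome (adjusted p = 0.940) and complement (0.899) lists were no longer called by camera, while pathogen sensors still were (0.0105). The covariate was run with the preset correlation only. Some pathogen sensors, among them DDX58 and DHX58, are also in the list of type I interferon-stimulated genes. Of 33 measured monocyte markers, 32 had a higher mean in the P group, with a median log2 fold change of 0.77 (limma camera, adjusted p = 7.00e-18, and adjusted p = 0.241 with an estimated correlation). LYZ, which encodes lysozyme, had a TMM value of 2085 ± 523 (SD, n = 6) in the P group and 958 ± 450 (SD, n = 6) in the NP group. FCN1, which encodes the lectin ficolin 1 of monocytes, had 700.5 ± 192 (SD, n = 6) and 287 ± 163 (SD, n = 6). The heifer NP5606 stood apart from its group, with an FCN1 value of 611 against 161 to 250.4 in the other 5 NP heifers.
Lysosomal genes, which include the cathepsin proteases, had a higher mean in 28 of 31 cases and a median log2 fold change of 0.29 (camera, adjusted p = 1.15e-10, and adjusted p = 0.241 with an estimated correlation). Complement genes had a higher mean in 19 of 20 cases, with a median of 0.52 (camera, adjusted p = 6.71e-06, and adjusted p = 0.241 with an estimated correlation). Toll-like receptors and other pathogen sensors had a higher mean in 18 of 23 cases, with a median of 0.32 (camera, adjusted p = 2.17e-06, and adjusted p = 0.148 with an estimated correlation). Adjusted over the list alone with limma, 30 monocyte markers, 16 lysosomal genes, 6 complement genes and 13 pathogen sensors were higher and 0 were lower, while adjusted over all genes 0 members of these lists passed. Unadjusted p was under 0.05 for 30, 18, 7 and 14 of them, all higher. Granulocyte markers, listed because granulocytes can remain among PBMC, moved with these lists, with a higher mean in 9 of 12 cases and a median of 0.50 (camera, adjusted p = 0.0119, and adjusted p = 0.374 with an estimated correlation), and 4 were higher when adjusted over the list alone.
The lists of T cell, B cell and NK cell markers did not pass camera. With the monocyte markers as a covariate, and with the preset correlation only, camera called T cell markers lower (adjusted p = 0.00268) and B cell markers higher (0.00327), and did not call NK cell markers (0.199). Without that covariate the values were as follows. The median log2 fold change was -0.10 for 23 T cell markers (adjusted p = 0.190), -0.08 for 18 B cell markers (adjusted p = 0.441) and -0.16 for 16 NK cell and cytotoxic markers (adjusted p = 0.410), and 0 of them passed limma when adjusted over the list alone, with 1 T cell marker at an unadjusted p under 0.05. CD3E, a chain of the T cell receptor complex, had 599 ± 131 (SD, n = 6) in the P group and 562 ± 64.6 (SD, n = 6) in the NP group.
Gene by gene, limma called 0 of 13433 genes at an adjusted p under 0.05, with a lowest adjusted p of 0.0785. Unadjusted p was under 0.05 for 2087 genes, 1254 higher and 833 lower, and 5 of 100 divisions of the heifers into 6 and 6, the real one included, gave as many. On the recovered reads, edgeR's quasi-likelihood test called 0 genes, its exact test called 220 with tagwise dispersions (200 higher, 20 lower) and 671 with a common dispersion, and DESeq2 called 259. All 220 genes that the authors' deposited table calls had the same direction here, and 218 of them had an unadjusted p under 0.05 with limma. As these genes were called for differing between the same heifers, neither is independent evidence. The limma count depended on single heifers, at 230 genes without NP5606, 40 without P5593, 1 without P5846 and 1 without NP5514.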

A total of 220 out of the 13,434 analyzed genes showed differential expression, of which, 200 were up-regulated on P group and 20 down-regulated on P group (Fig. 2a) (FDR < 0.05). All read sequences (raw files and processed files) and an overview of this data has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE136102.

**Figure 2:**
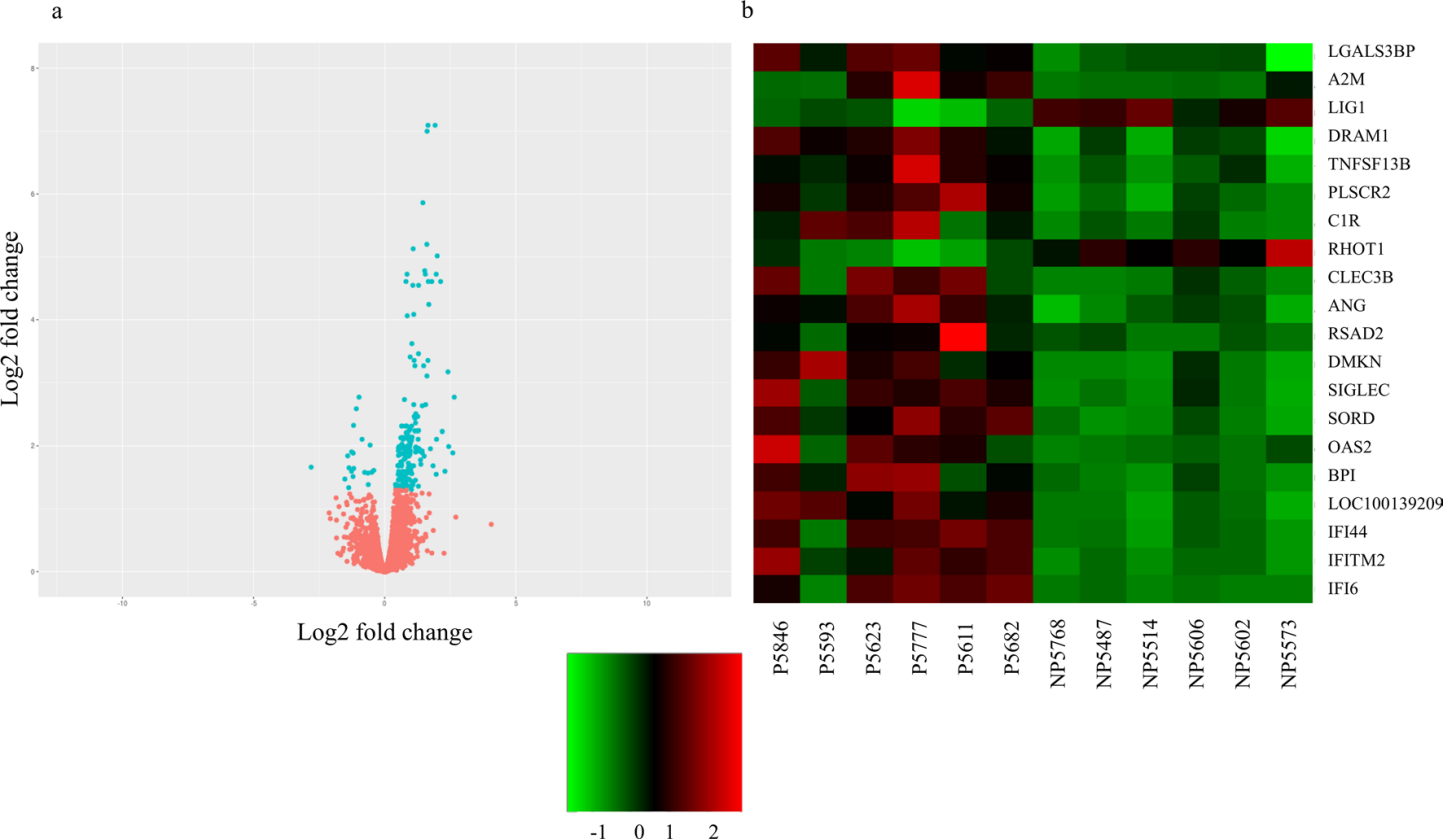
**a** Volcano plot showing pregnant (P; n = 6) and non-pregnant (NP; n = 6) gene expression, in terms of the differentially expressed genes (FDR < 0.05). While **b** heat maps constructed showing the 20 genes selected using the criteria of overlap absence and highest log fold change, for the comparison between pregnant (P; n = 6) and non-pregnant (NP; n = 6) heifers. The colors in the map display the relative standing of the reads count data; Green indicates a count value that is lower than the mean value of the row while red indicates higher than the mean. The shades of the color indicate distance from each data point to the mean value of the row. Columns represent individual samples of P and NP group.

After excluding seven out of 220 DEGs that were classic ISGs in immune cells (*ISG15*, *MX1*, *MX2*, *OAS1Y*, *OAS1X*, *OAS1Z and MIC1*), we selected 20 DEGs for further evaluation, based on the two criteria: (1) DEGs that did not present overlap in the RNAseq TMM values between NP and P groups and (2) the DEGs with the highest log fold change (logFC) values (Fig. 2b). 

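The classic ISGs were higher in the P group as a set. All 7 had a higher mean, with a median log2 fold change of 1.58 (limma camera, adjusted p = 3.05e-09, and adjusted p = 0.0877 with an estimated correlation), and all 7 were higher when adjusted over the list alone. The set passed fry (adjusted p = 0.00254). The study chose these genes among the DEGs of these heifers, so neither their direction, that count nor these p-values are independent evidence. MX2, which encodes an interferon-induced GTPase with antiviral action, had a TMM value of 117 ± 53.2 (SD, n = 6) in the P group and 33.6 ± 12.4 (SD, n = 6) in the NP group, a log2 fold change of 1.72 (SE 0.40, limma adjusted p = 0.158). Its relative MX1 had 530 ± 136 (SD, n = 6) and 334 ± 52.7 (SD, n = 6). The genes OAS1Y and OAS1Z encode 2′-5′-oligoadenylate synthetases, which switch on RNA degradation, and share sequence with each other, and the paper states that ambiguously aligned reads were excluded, so their levels are uncertain. Their log2 fold changes were 1.93 (SE 0.41) and 1.25 (SE 0.33). MIC1 had 9.44 ± 3.38 (SD, n = 6) and 4.13 ± 1.48 (SD, n = 6).
For MX1, MX2, OAS1Y and OAS1Z, 5 of 6 P heifers lay above all NP heifers, and the sixth was P5593. For MIC1 the heifer of the P group within the NP range was P5611. Over all genes 0 of the 7 passed limma, while all 7 had an unadjusted p under 0.05 and are called in the authors' deposited table.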

Eleven DEGs were selected based on the first criterion: Angiogenin (*ANG*), Dermokine (*DMKN*), DNA Damage Regulated Autophagy Modulator 1 (*DRAM1*), Interferon Induced Transmembrane Protein 2 (*IFITM2*), DNA Ligase 1 (*LIG1*), Galectin 3 Binding Protein (*LGALS3BP*), LOC100139209, Phospholipid Scramblase 2 (*PLSCR2*), Ras Homolog family member T1 (*RHOT1*), Sorbitol Dehidrogenase (*SORD*) and TNF superfamily 13b (*TNFSF13B*). 

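IFITM2, which encodes an interferon-induced membrane protein that blocks virus entry, had the greatest log2 fold change of these 11 genes. Its TMM value was 14.0 ± 4.72 (SD, n = 6) in the P group and 3.68 ± 1.34 (SD, n = 6) in the NP group, a log2 fold change of 1.78 (SE 0.26, limma adjusted p = 0.0785). SORD, which oxidizes sorbitol to fructose, had 5.39 ± 1.42 and 1.69 ± 0.649 (SD, n = 6 each). LOC100139209, which the paper describes as non-named, had 9.87 ± 2.18 and 3.24 ± 1.18 (SD, n = 6 each). ANG, which encodes a secreted ribonuclease, had 11.8 ± 2.92 and 5.24 ± 2.12, and TNFSF13B, which encodes the B cell survival factor BAFF, had 8.28 ± 2.78 and 3.63 ± 1.54 (SD, n = 6 each). LIG1, the DNA ligase that joins Okazaki fragments, and RHOT1, which links mitochondria to their motor proteins, had lower values in the P group, at 81.1 ± 9.22 against 108 ± 7.73 and 47.3 ± 7.45 against 69.5 ± 10.4 (SD, n = 6 each).
The log2 fold changes of the others were 1.51 for LOC100139209, 1.44 for SORD, 1.26 for DMKN, 1.17 for ANG, 1.13 for TNFSF13B, 0.88 for DRAM1, 0.53 for PLSCR2, 0.44 for LGALS3BP, -0.42 for LIG1 and -0.55 for RHOT1. None of the 11 genes overlapped between the groups here either, where chance gives 0.216% of genes, and each had the smallest p that the exact permutation test can give. By limma their adjusted p ran from 0.0785 to 0.161. The genes were chosen on these heifers, so their separation here is not independent evidence. DMKN had the narrowest gap in level, with 1.90 as the lowest value of the P group and 1.87 as the highest of the NP group, and it has few reads. With the mean level of the monocyte markers as a covariate, the log2 fold change was 0.95 for LOC100139209, 0.63 for DMKN, 0.53 for TNFSF13B, 0.51 for ANG, 0.35 for DRAM1 and 0.19 for LGALS3BP.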

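C1R, which encodes a protease of the first complement component, had a TMM value of 32.6 ± 20.7 (SD, n = 6) in the P group and 5.99 ± 6.31 (SD, n = 6) in the NP group. This is a log2 fold change of 2.59 (SE 0.71, limma adjusted p = 0.176). A2M, which encodes a plasma protease inhibitor, had 105 ± 87.7 and 21.4 ± 25.7 (SD, n = 6 each), and CLEC3B, which encodes the plasminogen-binding protein tetranectin, had 4.76 ± 2.69 and 1.03 ± 0.874 (SD, n = 6 each). The antiviral genes OAS2 and RSAD2 had log2 fold changes of 1.96 (SE 0.46) and 1.34 (SE 0.37), and the interferon-induced genes IFI6 and IFI44 had 1.49 (SE 0.31) and 1.38 (SE 0.27). SIGLEC1, a sialic acid receptor of monocytes and macrophages, had 15.5 ± 5.12 and 4.94 ± 2.93, and BPI, which encodes a protein that kills Gram-negative bacteria, had 27.0 ± 10.9 and 9.21 ± 3.52 (SD, n = 6 each).
All 9 genes had a higher mean in the P group and all 9 overlapped between the groups. The P heifers above all NP heifers were 5 of 6 for C1R, IFI6, SIGLEC1, RSAD2, BPI and IFI44 and 4 of 6 for A2M, CLEC3B and OAS2. The lowest P heifer was P5611 for C1R and BPI and P5593 for the other genes. Exact permutation tests gave p from 0.00433 for SIGLEC1 and BPI to 0.0281 for A2M (n = 6 each), and adjusted p by limma ran from 0.110 to 0.247. The 9 genes were chosen on these heifers for their fold change, so these p-values are not independent evidence. With the monocyte markers as a covariate, the log2 fold change was 0.36 for C1R, 1.03 for CLEC3B, 0.99 for SIGLEC1 and 0.78 for BPI.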

Using the second criterion, the other nine DEGs analyzed were: Alpha-2-Macroglobulin (*A2M*), Bactericidal Permeability Increasing Protein (*BPI*), Complement C1r (*C1R*), C-type Lectin Domain family 3 member B (*CLEC3B*), Interferon Alpha protein 6 (*IFI6*), Interferon Alpha protein 44 (*IFI44*), 2′-5′-Oligoadenylate Sinthetase 2 (*OAS2*), Radical S-Adenosyl Methionine Domain Containing 2 (*RSAD2*) and Sialic Acid Binding Ig-like lectin 1 (*SIGLEC1*) (Table 1).

**Table 1:** List of the genes selected using the criteria of: highest log fold change (FC) (first column) and absence of overlap criteria (third column) with their respectively FC value.

Without overlap	Log FC value	Greatest Log FC	Log FC value
*IFITM2*	1.9224	*C1R*	2.4414
*LOC112448753*^a^	1.6828	*SLCO2B1*	2.4124
*SORD*	1.6632	*A2M*	2.2973
*DMKN*	1.6092	*CLEC3B*	2.1951
*LOC100139209*	1.6062	*OAS2*	2.1323
*LOC100852090*^a^	1.4337	*IFI6*	1.6506
*LOC782062*^a^	1.4317	*SIGLEC1*	1.6480
*FRMD4A*^a^	1.2734	*RSAD2*	1.5611
*TNFSF13B*	1.1912	*BPI*	1.5484
*ANG*	1.1761	*IFI44*	1.4556
*LOC112443203*^a^	0.9729		
*DRAM1*	0.8653		
*PLSCR2*	0.5459		
*CASP1*^a^	0.5245		
*SLC1A5*^a^	0.5199		
*LGALS3BP*	0.4285		
*LIG1*	− 0.4165		
*RHOT1*	− 0.5568		

The negative FC value means genes down-regulated on pregnant group, while positive FC value means genes up-regulated on pregnant group.

^a^Means genes that were found with the criteria but not validated by qPCR.

Although the main purposes of the herein study is to identify novel transcripts in immune cells for using as a maker for pregnancy detection, to understand the functional implication of DEGs between P and NP groups, we performed a GO enrichment analysis. The GO analysis with the up-regulated DEGs on P group resulted in 42 chart records overrepresented for biological process category, 17 for cellular component category and 19 for molecular function category (Supplemental File 1). 

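The genes behind these terms were higher in the P group in this comparison too. The supplementary terms hold 71 genes for biological process, 99 for cellular component and 44 for molecular function, all measured, all with a higher mean in the P group and all with an unadjusted p under 0.05 by limma, and 0 of them passed over all genes. They come from the DEGs of these heifers, so their direction is not independent evidence. The 16 genes of innate immune response had a median log2 fold change of 0.95, and the 11 genes of defense response to virus had 1.34. All 7 genes of double-stranded RNA binding belong to the list of type I ISGs, with a median of 1.25. The 55 genes of extracellular exosome, the largest term named here, had a median of 0.79 and hold 2 type I ISGs and 4 monocyte markers.
Among the 71 genes of biological process, 24 belong to the list of type I ISGs and 9 to the monocyte markers. In the paper's tables the Benjamini value is under 0.05 for 5 of the 42 records of biological process, 5 of the 17 of cellular component and 1 of the 19 of molecular function, and the paper's p is over 0.05 for 15, 6 and 4 of them. The background of these enrichments is not given in the sources used here.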

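The supplementary KEGG records name 57 genes, all with a higher mean in the P group and an unadjusted p under 0.05 by limma, where 0 passed over all genes, and with a median log2 fold change of 0.94. As these genes were drawn from the DEGs of the same heifers, the direction is not independent evidence. Osteoclasts arise from the monocyte lineage, and the 10 genes of osteoclast differentiation, of which 2 are monocyte markers in the lists used here, had a median log2 fold change of 1.08. The 9 genes of the lysosome pathway, of which 1 is, had 0.65, and the 9 genes of the phagosome, of which 4 are, had 0.95. The 10 genes of the influenza A pathway, of which 8 are type I ISGs, had 0.84. In the paper's table the Benjamini value is under 0.05 for 3 pathways, and the paper's p is over 0.05 for 5.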

The same DEGs were submitted to KEGG pathway enrichment analysis and 19 overrepresented KEGG domains were identified. 

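The genes down-regulated in the P group in the authors' deposited table belong to few of the gene lists examined. CCR8, a chemokine receptor of T helper and regulatory T cells, had a TMM value of 14.6 ± 4.40 (SD, n = 6) in the P group and 28.7 ± 7.32 (SD, n = 6) in the NP group. This is a log2 fold change of -0.97 (SE 0.21, limma adjusted p = 0.151). ADGRG1, an adhesion receptor of cytotoxic lymphocytes, had 73.8 ± 22.8 and 134 ± 39.5, and TRPM2, a calcium-permeable channel, had 191 ± 41.3 and 295 ± 93.1 (SD, n = 6 each). MXD1, which encodes a partner of MAX that opposes MYC, had 21.1 ± 2.20 and 29.7 ± 3.67 (SD, n = 6 each). COL1A1, a chain of type I collagen, had 9.88 in NP5606, 9.44 in NP5602 and at most 4.80 in the other 4 NP heifers, against at most 1.57 in the P group.
All 20 genes had a lower mean in the P group here, with a median log2 fold change of -0.97, and 2 of them belong to any of the gene lists. By limma 0 passed over all genes, with a lowest adjusted p of 0.110, and all 20 had an unadjusted p under 0.05. The values of 5 of them, LIG1, RHOT1, MXD1, GRHL3 and LOC112447368, did not overlap between the groups, where chance gives 0.216% of genes. Being DEGs of these heifers, the genes give no independent evidence of direction or separation, and the chance share is that of genes not chosen for a difference.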

There were no overrepresented significant charts for the DEGs downregulated on P group in the GO enrichment and KEGG pathway analysis (Supplemental File 2).

### Study 2

The main effects of time and group and the interaction of group-by-time were significant for CL area, CL blood perfusion and plasma P4 concentrations (Fig. 3). The interaction of group-by-time represented a greater (*P* < 0.05) or approached greater (*P* ≤ 0.1) CL area and blood perfusion and plasma P4 concentrations on D18 and D20 in the P group than in the NP group.

**Figure 3:**
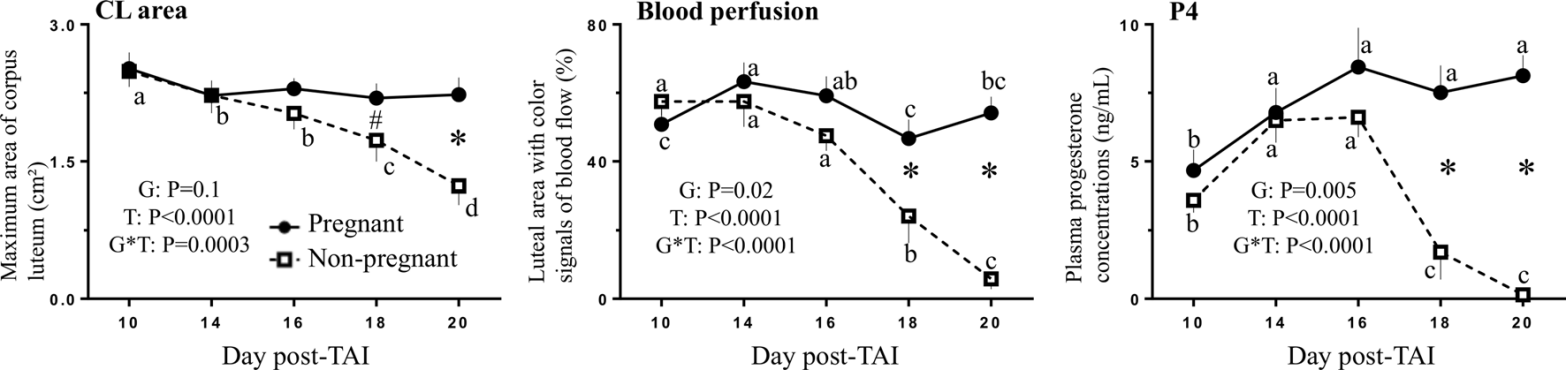
Mean ± SEM for CL area, CL blood perfusion and plasma P4 concentrations from days 10 to 20 post-TAI of pregnant and non-pregnant heifers (n = 6/group). Probabilities are shown for significant main effects of group (G) and time (T) and the interaction for group-by-time (G*T). *^#^Means indicate differences (*P* ≤ 0.05 and *P* ≤ 0.1 respectively) between groups in specifics days. ^abcd^Means without a common letter within a group indicate differences (*P* < 0.05) between days.

Transcription of the 20 genes selected was analyzed in PBMC by qPCR from D10 to D20 after TAI. For *IFI6*, *RSAD2*, *IFI44*, *IFITM2*, *TNFSF13B* and *LGALS3BP,* a significance (*P* < 0.05) or approached significance (*P* ≤ 0.1) effects of time and group and the interaction of group-by-time were observed. The interaction for *IFI6*, *RSAD2*, *IFI44* and *IFITM2* (Fig. 4) reflected that initially the transcript levels start similar between P and NP group, becoming significantly (*P* < 0.05) different in the P group between D16 and D18, resulting in about twofold change greater expression on D18 and D20 in the P group than the NP group. For *TNFSF13B* (Fig. 4), however, the significant (*P* < 0.05) increase on P group was between D14 and D16, resulting in approaching (*P* < 0.1) greater expression (1.5-fold change) on D16 and D18 in the P group than in the NP group. Exception is *LGALS3BP,* where no differences between P and NP groups within a day were observed. Therefore, a significance group effect indicated that the relative expression of *LGALS3BP* was always 50% greater from D10 to D20 in the P group than in the NP group, while a significant time effect reflected a greater expression on D18 and D20, regardless the group (Fig. 4).

**Figure 4:**
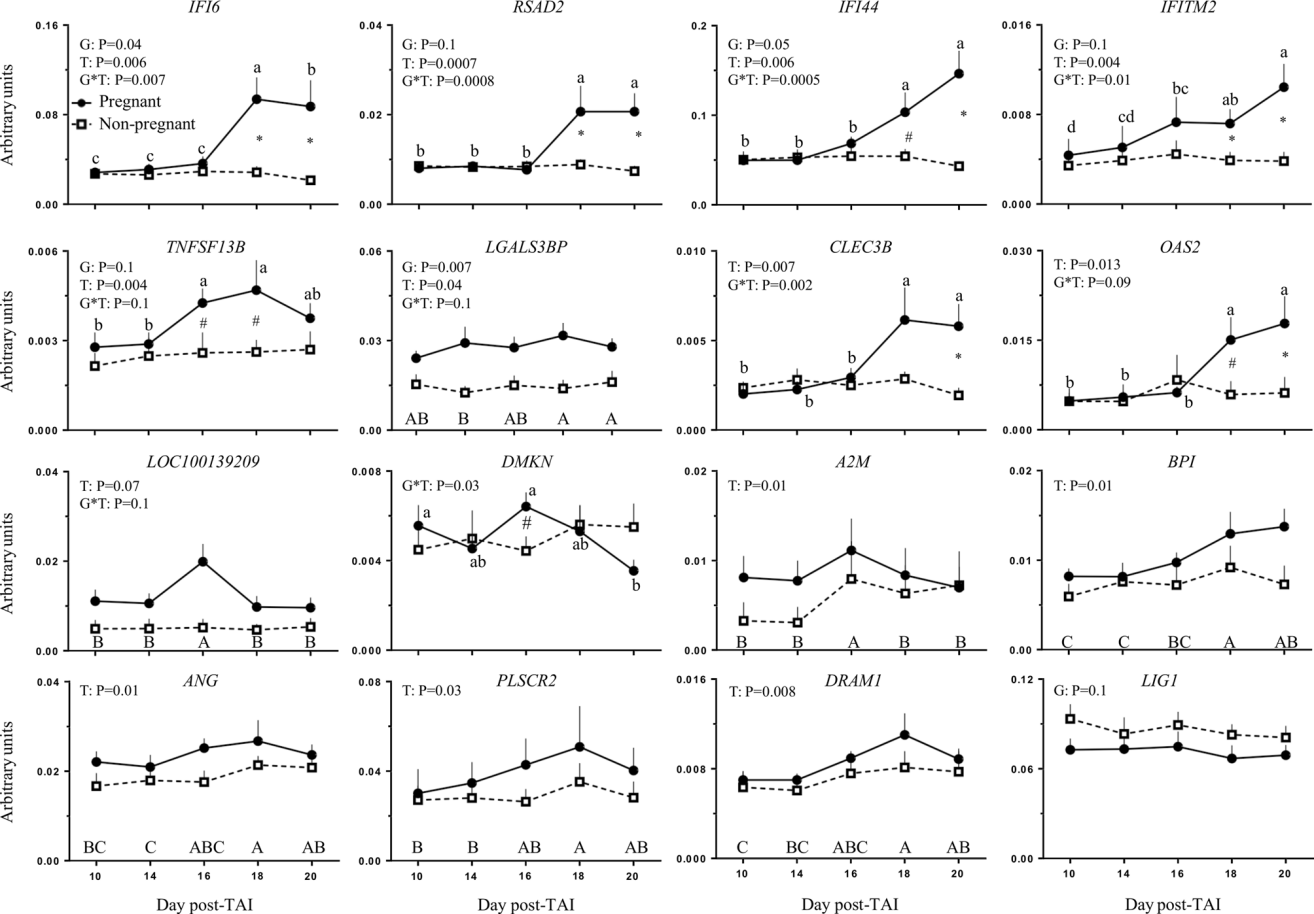
Mean ± SEM for relative expression by qPCR on PBMC of the genes with significant effects during statistical analysis: *IFI6*, *RSAD2*, *IFI44*, *IFITM2*, *TNFSF13B*, *LGALS3BP*, *CLEC3B*, *OAS2*, *LOC100139209*, *DMKN*, *A2M*, *BPI*, *ANG*, *PLSCR2*, *DRAM1* and *LIG1*, from days 10 to 20 post-TAI of pregnant and non-pregnant heifers (6/group). Probabilities are shown for significant main effects of group (G) and time (T) and the interaction for group-by-time (G*T). *^#^Means indicate differences (*P* ≤ 0.05 and *P* ≤ 0.1 respectively) between groups in specifics days. ^abcd^Means without a common letter within a group indicate differences (*P* < 0.05) between days. ABCD Means difference between days in all groups (*P* < 0.05).

For *CLEC3B*, *OAS2* and LOC100139209 (Fig. 4), the main effect of time and the interaction of group-by-time were significant (*P* < 0.05) or approached significant (*P* ≤ 0.1). The interaction for *CLEC3B* and *OAS2* reflected that initially the transcript levels start similar between P and NP, becoming significant (*P* < 0.05) different in the P group between D16 and D18, and resulted in about 1.5–2.5-fold change greater in the P group than the NP group on D18 for *OAS2* and on D20 for both genes. While no effects were found when the interaction for LOC1001139209 was explored, the time effect reflected a significant increased (*P* < 0.05) expression on D16 followed by a decrease on D18, regardless the group (*P* < 0.05). For *DMKN* (Fig. 4), only an interaction of group-by-time was detected, which reflected 0.5-fold change of decrease (*P* < 0.05) between D10 and D14 followed by a similar increase (1.5) (*P* < 0.05) on D16 and a second decrease (*P* < 0.05) on D18 in the P group.

Although a significant main effect of group or group-by-time interaction was not detected for *A2M*, *BPI*, *ANG*, *PLSCR2* and *DRAM1* (Fig. 4), a significance (*P* < 0.05) time effect was detected. For *A2M*, the highest (*P* < 0.05) relative expression value was on D16, regardless of the group (P or NP); while for *BPI*, *ANG*, *PLSCR2*, and *DRAM1*, was on D18. For *LIG1* (Fig. 4), only an approached significance (*P* ≤ 0.1) effect of group was observed, as indicated by about 1.5-fold change greater expression in the NP group than in the P group. For *SIGLEC1, C1R, SORD* and *RHOT1* (Supplemental File 3), no significance effects of group, time or interaction of group-by-time were detected.

For the nine genes evaluated on PMN, a significance (*P* < 0.05) or approached significance (*P* < 0.1) effects of time or group and interaction of group-by-time were observed for *IFI44*, *RSAD2*, *OAS2* and *LGALS3BP* (Fig. 5). The interaction reflected that initially the transcript levels start similar between the P and NP groups, becoming significantly different in the P group between D16 and D18, and resulted in about 2–2.5-fold change greater expression on D18 for *RSAD2* and *LGALS3BP* and on D20 for these four genes in the P group than in the NP group. For *IFI6*, *C1R*, *RHOT1* and *LIG1* (Fig. 5), only a significance (*P* ≤ 0.05) or approached significance (*P* ≤ 0.1) interaction of group-by-time was detected. For *IFI6* and *C1R* the interaction mainly reflected an increased expression in the P group with twofold change greater expression on D20 for *IFI6* and on D18 for *C1R* in the P group than in the NP group. For *RHOT1* and *LIG1* only a 1.5–2.5-fold change greater expression was observed in the P group on D16 for *RHOT1* and on D18 for *LIG1* compared to D10. For *IFITM2* (Supplemental File 4), no significance effects of group, time or interaction of group-by-time were detected.

**Figure 5:**
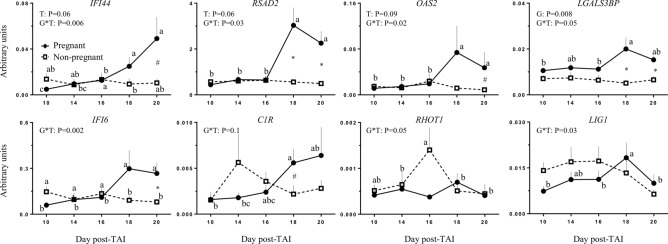
Mean ± SEM for relative expression by qPCR of all genes with significate effects during statistical analysis on PMN: *IFI44*, *RSAD2*, *OAS2*, *LGALS3BP*, *IFI6*, *C1R*, *RHOT1*, *LIG1* from days 10 to 20 post-TAI of pregnant and non-pregnant heifers (n = 6/group). Probabilities are shown for significant main effects of group (G) and time (T) and the interaction for group-by-time (G*T). *^#^Means indicate differences (*P* ≤ 0.05 and *P* ≤ 0.1 respectively) between groups in specifics days. ^abcd^Means without a common letter within a group indicate differences (*P* < 0.05) between days.

When the expression of the genes affected by pregnancy status or with an interaction of group-by-time was analyzed according to the relative abundance between D18 and D10 post-TAI (Table 2), a greater (*P* < 0.05) or approaching greater (*P* ≤ 0.1) relative transcript abundance (difference between D18 and D10 and D18/D10) in *IFI6*, *IFI44*, *RASD2*, *OAS2*, *LGALS3BP*, *IFITM2* and *CLEC3B* was detected in P versus NP heifers for PBMC samples. For PMN, a greater (*P* < 0.05) or approaching greater (*P* ≤ 0.1) relative transcript abundance between D18 and D10 was detected in *IFI6*, *IFI44*, *RASD2* and *LGALS3BP* heifers, but not for *OAS2* in P versus NP. In addition, when the relative expression between D18 and D10 in the P heifers was compared between PBMC and PMN, a greater (*P* < 0.05) ratio in *RASD2* and an approaching greater (*P* ≤ 0.1) ratio in *IFI44* were observed on PMN than PBMC.

**Table 2:** Mean ± SEM difference and ratio of the relative expression of genes between days 10 and 18 between pregnant (P) and non-pregnant (NP) on *Study 2*.

Endpoint	PBMC			PMN		
	Pregnant	Non-pregnant	*P* value	Pregnant	Non-pregnant	*P* value
**IFI6**						
Difference between D18 and D10^1^	0.06 ± 0.02	0.001 ± 0.006	0.006	0.2 ± 0.1	− 0.05 ± 0.02	0.03
D18/D10^2^	3.4 ± 0.6	1.1 ± 0.2	0.007	5.6 ± 1.3	0.6 ± 0.2	0.003
**RSAD2**						
Difference between D18 and D10	0.01 ± 0.005	0.0003 ± 0.001	0.02	2.6 ± 0.8	− 0.007 ± 0.1	0.007
D18/D10	2.4 ± 0.4^B^	1.1 ± 0.1	0.01	10.4 ± 3.1^A^	1.1 ± 0.2	0.01
**IFI44**						
Difference between D18 and D10	0.06 ± 0.02	0.004 ± 0.006	0.01	0.02 ± 0.009	− 0.004 ± 0.001	0.02
D18/D10	2.5 ± 0.4^Y^	1.1 ± 0.2	0.01	9.6 ± 3.1^X^	0.8 ± 0.4	0.02
**OAS2**						
Difference between D18 and D10	0.01 ± 0.004	0.001 ± 0.002	0.08	0.06 ± 0.04	− 0.003 ± 0.002	0.1
D18/D10	4.4 ± 1.1	1.8 ± 0.5	0.05	4.9 ± 1.8	1.4 ± 0.8	0.1
**LGALS3BP**						
Difference between D18 and D10	0.008 ± 0.002	− 0.001 ± 0.003	0.04	0.009 ± 0.006	− 0.002 ± 0.001	0.07
D18/D10	1.3 ± 0.09	0.9 ± 0.1	0.04	2.1 ± 0.5	0.7 ± 0.2	0.03
**IFITM2**						
Difference between D18 and D10	0.004 ± 0.001	0.0005 ± 0.0006	0.03	–	–	
D18/D10	2.6 ± 0.5	1.3 ± 0.3	0.07	–	–	
**TNFSF13B**						
Difference between D18 and D10	0.002 ± 0.0005	0.0005 ± 0.0003	0.04	–	–	
D18/D10	1.6 ± 0.1	1.4 ± 0.2	0.4	–	–	
**CLEC3B**						
Difference between D18 and D10	0.004 ± 0.001	0.0005 ± 0.0004	0.04	–	–	
D18/D10	3.1 ± 0.7	1.3 ± 0.3	0.03	–	–	
**DMKN**						
Difference between D18 and D10	− 0.0002 ± 0.001	0.0011 ± 0.001	0.4	–	–	
D18/D10	1.09 ± 0.2	1.4 ± 0.2	0.3	–	–	

The *P* value means significant differences between P and NP in the same cellular type. Superscript letters in the same line indicate significant (^AB^) or approached (^XY^) differences between the immune cell types of pregnant heifers.

^1^The difference was calculated for each individual relative expression on day 18 and subtracted of the same value on day 10.

^2^The individual relative expression of each animal on day 18 was contrasted with the same animal on day 10.

## Discussion

In cattle, the early pregnancy period is associated with paracrine conceptus signaling by IFN-τ to the endometrium, which modulates the immune responses. In addition, endocrine actions of IFN-τ have been proposed to affect several cell and tissues such the immune cells. In the herein study we described novel DEGs in the PBMCs and PMNs between P and NP heifers during the critical period of conceptus signaling and survival. Determination of the DEGs expression profile on immune cells during the first weeks of pregnancy provides the opportunity to further understand the immune modulation of the conceptus-originated stimuli on peripheral immune cells during the preimplantation period. Also, this effort prospected the identification of novel pregnancy markers that can be used to develop an earlier pregnancy detection method in cows based on indirect recognition of conceptus signaling. The development of a novel pregnancy diagnosis method before day 20 of pregnancy has a great impact compared to the traditional method on day 28–30 and a potential improvement on novel approaches to shorten the time from AI to resynchronization and rebreeding.

Our hypothesis that novel transcripts beyond the classic ISGs reported in immune cells would be differently expressed between P and NP beef heifers was supported. 

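Genes stimulated by type I interferon were higher as a group in the P group by camera with its preset correlation, but not with an estimated one. They passed fry (adjusted p = 0.00920), and their mean level differed between the groups (exact permutation test, p = 0.00866, n = 6 each). Of 60 measured type I ISGs, 59 had a higher mean in the P group, with a median log2 fold change of 0.57 (limma camera, adjusted p = 4.59e-30, and adjusted p = 0.148 with an estimated correlation). Among these 60 genes 26 stand in the paper's supplementary tables as DEGs of these heifers, so the list is not independent evidence. IFIT3, which encodes an antiviral protein that binds other IFIT proteins, had a TMM value of 29.7 ± 7.01 (SD, n = 6) in the P group and 14.1 ± 3.92 (SD, n = 6) in the NP group. Monocyte markers moved with the ISGs across the groups, and 1 heifer of each group stood apart. P5593 had a mean log2 level of the ISGs of 5.55 against 6.34 to 6.52 in the other 5 P heifers and 5.32 to 5.70 in the NP group, and NP5606 had monocyte markers at the level of the P group, as the plot of both lists by heifer shows.
Adjusted over the list alone, 46 ISGs were higher and 0 were lower by limma, and over all genes 0 passed, with 47 at an unadjusted p under 0.05. Of the 200 genes that the authors' deposited table calls higher, 34 are in the list of type I ISGs, 13 are monocyte markers, and 152 are in neither of these lists nor among the classic ISGs.

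**Figure D1:**
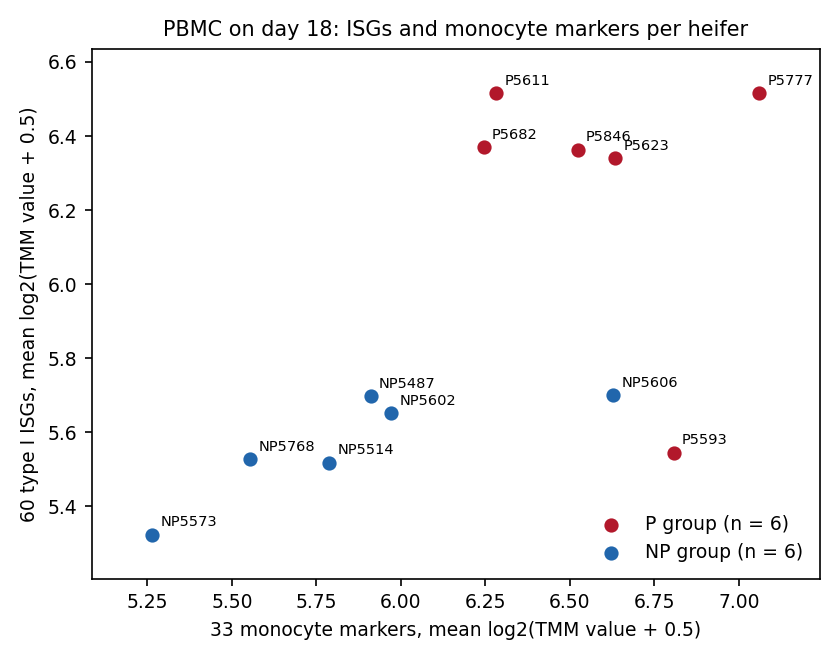
Mean log2(TMM value + 0.5) of 60 type I ISGs (vertical axis) against that of 33 monocyte markers (horizontal axis) in PBMC on day 18, 1 point per heifer, with 6 heifers of the P group in red and 6 of the NP group in blue. On the vertical axis 5 P heifers lie at 6.34 to 6.52, and P5593 lies at 5.55 within the range of the NP group.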

Only seven out of the 200 DEGs up-regulated in P heifers were classic ISGs already reported in immune cells. Thus, we were able to select DEGs that are ISGs reported for the first in immune cells (*IFI44*, *IFI6* and *OAS2*), genes not previous related to pregnancy establishment (*RHOT1*, *LIG1*, *DMKN* and *DRAM1*) and even non-named genes like LOC100139209. In addition, the classic ISGs, *ISG15* and *OAS1X* genes were in the top 10 transcripts, up-regulated in P heifers of our results, but with overlapping in TMM values between P and NP samples. This reinforces that the use of these known ISGs as markers for pregnancy diagnosis may result in a high rate of false negative, as recently reported in PBMC and PMN on day 20 of pregnancy in beef cattle^14,25^.

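ISG15, which encodes a ubiquitin-like protein that is joined to other proteins after interferon stimulation, had a TMM value of 116 ± 60.9 (SD, n = 6) in the P group and 18.1 ± 2.43 (SD, n = 6) in the NP group, a log2 fold change of 2.35 (SE 0.45, limma adjusted p = 0.110). In 5 P heifers it lay between 85.7 and 197, above the whole NP group at 13.3 to 20.0, and in P5593 it was 17.3 (exact permutation test, p = 0.0130, n = 6 each). OAS1X, an oligoadenylate synthetase close in sequence to OAS1Y and OAS1Z, had 103 ± 36.6 (SD, n = 6) in the P group and 33.6 ± 12.4 (SD, n = 6) in the NP group, a log2 fold change of 1.58 (SE 0.27, limma adjusted p = 0.101). Its lowest values in the P group were 57.5 in P5682 and 58.0 in P5593, and its highest value in the NP group was 57.2 in NP5606. In the authors' deposited table ISG15 ranks 1 and OAS1X ranks 4 by p-value.
From the 7 classic ISGs among the 200 up-regulated DEGs, the paper reasons that it could select genes beyond them, and it concludes that its hypothesis of further transcripts that differ between P and NP heifers was supported. From the overlap of ISG15 and OAS1X, together with earlier reports in beef cattle, it proposes that known ISGs as markers of pregnancy may give a high rate of false negatives.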

Despite the high number of DEGs found on RNAseq, when we used the criterion absence of overlap on TMM results to find novel markers, fewer candidates were detected. 

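Of the 220 genes that the authors' deposited table calls, 25 had values that did not overlap between the 6 P and 6 NP heifers, 20 higher and 5 lower, where chance gives 0.216% of genes, or 0.476 genes, if the genes are not chosen for a difference. As these genes were called for differing between the same heifers, that share does not apply to them. They are the 18 genes of Table 1 and 7 others, OAS1X, LAMTOR2, CXHXorf21, CLIC4, MXD1, GRHL3 and LOC112447368. Over all genes, 68 did not overlap, 44 higher and 24 lower in the P group, where chance gives 29.1 on average and 9 of 100 divisions of the heifers into 6 and 6, the real one included, gave as many. In level, the widest gaps between the groups were those of LGALS3BP, a secreted glycoprotein that binds galectins, at 9.68, of RNASET2, a lysosomal ribonuclease, at 8.48, and of LIG1 at 5.31. Of the 68 genes, 3 are type I ISGs, 0 are monocyte markers, and 65 are in neither list.
Among genes past the adjusted p of limma there were 0 without overlap, since limma called none. With single heifers left out the count over all genes was larger, at 522 without P5846, 406 without NP5606, 155 without P5611, 137 without P5682, 136 without P5593, 125 without NP5514, 115 without NP5573 and 104 without P5623, although fewer heifers also raise the share that chance gives.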

The presence of a greater number of DEGs without overlapping could have occurred if we had compared samples from pregnant animals and non-inseminated animals; however, our main goal was to find pregnancy markers for use as a method to detect pregnancy in inseminated animals from commercial farms. In addition, the use of a group without breed or insemination could has biased the finding of new markers for pregnancy success, as the occurrence of early pregnancy loss before days 18 after TAI can reach 40–50% in cattle^5^. In this regard, we found a difference in CL function and progesterone concentrations between P and NP heifers on D18. Despite the P4 is crucial to the pregnancy maintenance^26^, the expression of DEGs detected on D18 could have been influenced by the conceptus presence or P4 concentrations. Therefore, we believe that the present experimental design allowed the discovery of novel genes stimulated only by a viable conceptus.

The hypothesis that the profile of the DEGs would allow the selection of novel pregnancy markers in bovine immune cells before day 20 post-TAI was also supported. Five genes (*IFI6*, *IFI44*, *RASD2*, *OAS2* and *LGALS3BP*) evaluated in both types of immune cells, have a similar increased expression profile. Other three genes were up regulated before D20, but the different profiles between the immune cell types may represent greater responsiveness to the conceptus presence for *C1R* and *RHOT1* on PMN and for *IFTM2* on PBMC. In this regard, during early pregnancy the main immune cell type attracted by endometrium is the monocyte^27^. But, previous studies^13,28^ suggested that PMN may have an earlier response to INF-τ secretion. Also, Toji et al.^29^ indicated that PMNs are more sensitive to IFN-τ and that the shorten lifespan (few hours) of neutrophils, may impact on the PMN sensitivity to IFN-τ compared to other immune cell types. In this regard, the IFN-τ acts on endometrial cells by Janus kinase-signal transducer and activator of transcription (JAK/STAT) pathway^30^, but the intracellular mechanisms of IFN-τ on immune cells is not well described.

The profile of several genes on both immune cell types followed the expected IFN-τ secretion during trophectoderm expansion. That is, the profile expression of *IFI6*, *IFI44*, *RSAD2*, *OAS2*, *IFITM2* and *CLECL3B* on PBMC and of *IFI6*, *IFI44*, *RSAD2* and *OAS2* on PMN, which increases from day 15 to 16 post-AI and reaches a peak on about day 20^16,31^. In addition, the expression profile observed for these genes corroborates with expression of the classic and most studied ISGs in immune cells (*ISG15*, *MX1*, *MX2*)^14,15^. Therefore, the reported antiviral response mediated by type I interferon (IFN) on the expression of *IFI6*, *IFI44*, *RSAD2*, *OAS2* and *IFITM2*^32–34^ indicates that these genes are also stimulated by the conceptus through the IFN-τ secretion. In contrast, to our knowledge, only *IFITM1* and *IFITM3*^35^ and not *IFITM2* have been reported to respond to the IFN-τ stimuli during early pregnancy. The *CLEC3B* also presented an expression profile similar to the classic ISGs. In this regard, transcriptomic studies in cattle reported that *CLEC3B*^36^ and also the other two genes, members of the same domain but with different families, *CLEC4F*^37^ and *CLEC2B*^34^, are stimulated by conceptus presence in the endometrium tissue. Considering these reports and the present results is suggested that *CLEC3B* is also a gene stimulated by IFN-τ on peripheral immune cells.

The TNF superfamily (*TNFSF*) was also previous related to viral response mediated by type I IFN^38,39^. In the present study, we analyzed on PBMC the expression profile of *TNFSF13B*, which was previously reported as a DEG in the endometrium on day 16 of pregnancy in heifers^34^ and in the granulocytes cultured with IFN-τ^29^. Interestingly, we observed its expression on immune cells, with an earlier increased expression on PBMC than most ISGs previously reported^14,15^. A greater expression of *TNFSF13B* was observed on D16 and D18 in the P heifers. This suggests that this gene has an earlier response than the classic ISGs and can be stimulated by INF-τ or another molecule secreted from the conceptus, but probably using a different pathway as it is a pro-apoptotic gene^40^. The *C1R* is important for the modulation of the maternal immune system, preventing the embryo rejection on bovine endometrial cells during the pre-attachment period^41^. The *C1R* was expressed in the endometrium of *Bos taurus taurus* heifers analyzed by transcriptomic analyses on day 16^34^ and 18^42^ post-estrus and by microarray analysis on day 21 of pregnancy in PMN^29^. Considering this later report and our present results on immune cells, it is suggested that the *C1R* is involved in the early immune response to conceptus presence during the pre-attachment period of pregnancy, but its use for detection of pregnancy in immune cell is limited as we only detected an up regulation of this gene on D18 in PMN.

Another interesting DEG evaluated that resulted in a potential pregnancy marker was *LGALS3BP*. Previous studies^41–43^ described the involvement of this gene during early pregnancy, but more related to the cellular adhesion process in the bovine endometrium during the pre-attachment period. In humans, the *LGALS3BP* is stimulated by type I IFN on peripheral immune blood cells^44^. The different expression profile between the two immune cell types is curious as this indicates that the PBMC response to conceptus was earlier than in PMN, which is the opposite outcome to the results previously reported by Kizaki et al.^13^. Also, a previous study^45^ reported the involvement of *LGALS2BP* with macrophage activation and mediation of immune response regulated by type I IFN and neopterin, without granulocytes involvement. The *LGALS2BP* gene may act with high intensity on cells of the monocyte-macrophage lineage^45^, which could explain the different *LGALS3BP* expression profiles between PMN and PBMC in the present study.

The *DMNK* increased abundance in PBMC on D16, also indicated that the conceptus presence stimulated its up-regulation in peripheral immune cells. This gene is abundant in stratified epithelia and in differentiating primary human keratinocytes, mainly related to inflammatory skin disorders^46^. During inflammatory disorders, the *DMKN* expression is regulated by cytokines such tumor necrosis factor α (TNFα) and interferon β (IFN-β)^46^. The IFN-β like IFN-τ is one of type I IFNs, which suggests that the IFN-τ can stimulate the *DMKN* expression in immune cells. Additionally, other studies have shown the expression of one specific isoform *DMKNα* in the mouse and humans placenta^47,48^, but without a function determined yet. Its expression was down-regulated on D18 in the present study, which indicates that this gene is a poor pregnancy marker in cattle during this period.

Although the *A2M, BPI*, *ANG*, *PLSCR2* and *DRAM1* were not affected by the pregnancy status*,* a temporal change on expression of these genes was observed. One possible explanation for this result is that the normal changes on steroid hormones during estrous cycle could have a major effect on expression of these genes rather than the pregnancy status. Therefore, the increase on plasma P4 concentrations from D10 to D16 regardless the pregnancy status group could have affected the expression of these genes. One alternative explanation regarding the up regulation on *BPI*, *ANG*, *PLSCR2* and *DRAM*1 is that all heifers were inseminated, and NP heifers may have experienced the presence of an embryo during the first 2 weeks and then underwent pregnancy loss around the period of pregnancy recognition (days 15–18), resulting in up regulation on the expression of these genes on D18. In addition, the *ANG* family gene has already been associated with the growth or demise of luteal tissue through alterations in vascularity^49^ that is necessary independent of the pregnancy status and regulated during the luteolysis around day 18 of the estrous cycle, the same moment of higher expression of *ANG* in the present study. Increased expression of *BPI* and *PLSCR2* has also been associated with the immune response of cows to bacterial and virus infection, respectively^50,51^. In this regard, the *PLSCR2* in the viral response is stimulated by activation of STAT pathway induced by type I IFN^50^, as the classic ISGs; however, a difference in the expression profile between P and NP heifers was not observed in the herein study.

In summary, the presence of a viable conceptus stimulates a large number of DEGs in peripheral leucocytes on D18 (Fig. 6). The comprehension of the temporal changes of 20 novel DEGs between P and NP beef heifers during early pregnancy allowed the discovery of nine potential pregnancy markers on PBMC (*IFI6*, *RSAD2*, *IFI44*, *OAS2*, *LGALS3BP*, *IFITM2*, *TNFSF13B*, *CLEC3B* and *DMKN*) and five on PMN (*IFI6*, *RSAD2*, *IFI44*, *OAS2* and *LGALS3BP*). The discovery of these novel early-pregnancy markers on immune cells retrieved from peripheral blood can be used for the development of new methods to predict positive pregnancies earlier than the traditional diagnostic methods. Alternatively, genes differentially expressed in both cellular types (*IFI6, RSAD2, IFI44, OAS2* and *LGALS3BP*) could be studied in total blood as an easier and faster toll to detect the pregnancy. Similarly, the present findings prompted the formulation of hypotheses regarding new molecules and mechanisms involved in early pregnancy signaling and recognition in cattle.

**Figure 6:**
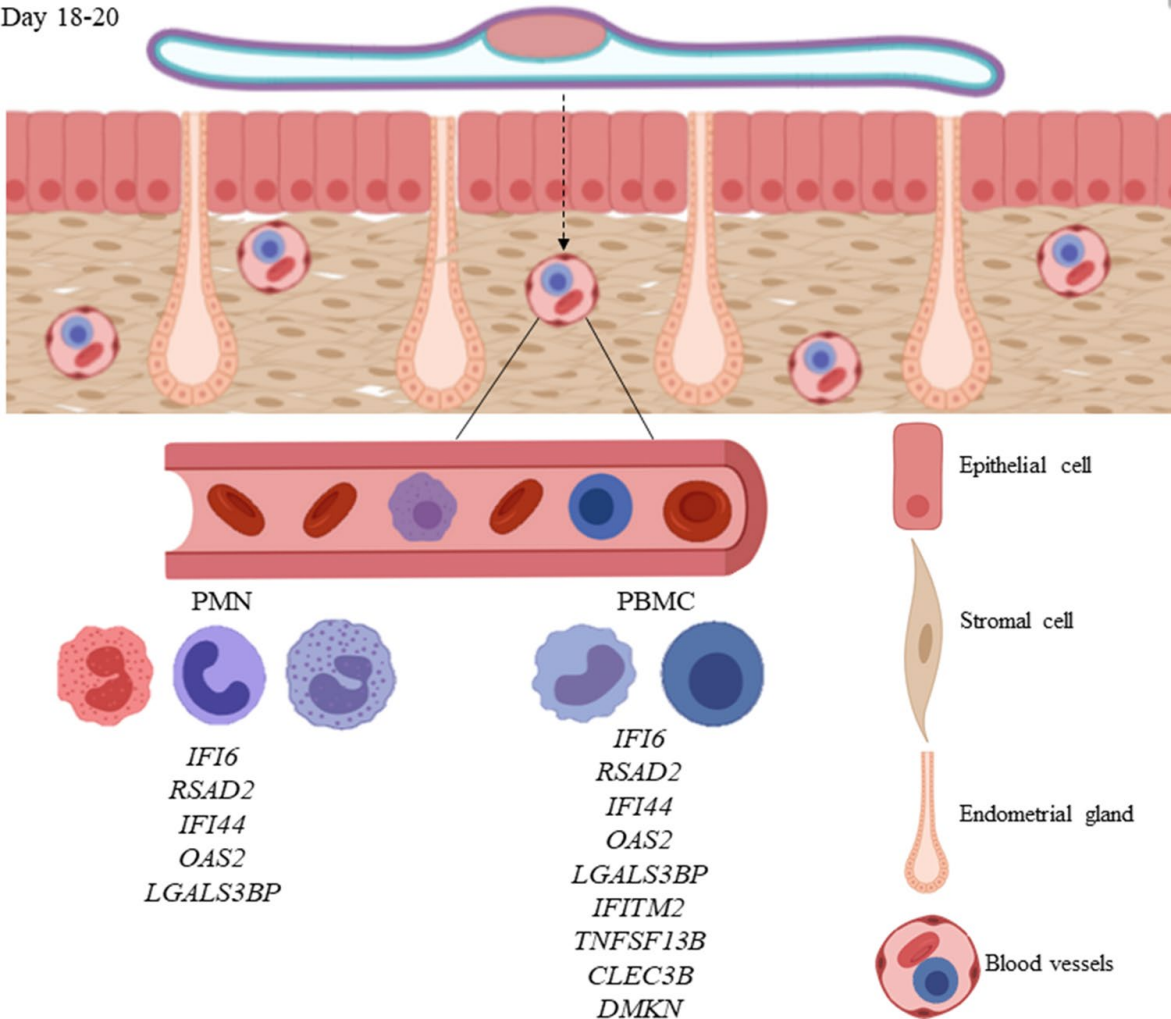
Summary and integration of the main results. Relative expression indicated that from days 18 to 20 of pregnancy, the elongate conceptus is able to stimulate the expression of the specific novel transcripts in PBMC (*IFI6, RSAD2, IFI44, OAS2, LGALS3BP, IFITM2, TNFSF13B, CLEC3B* and *DMKN*) and PMN (*IFI6, RSAD2, IFI44, OAS2* and *LGALS3BP*) in cattle. We propose that these novel transcripts may be used as markers in the bloodstream for early pregnancy detection in cattle.

## Methods

### Animals

Animal welfare guidelines and handling procedures recommended by the São Paulo State (Brazil) law number 11.977 were strictly followed. That experiment was approved by the Animals Ethics Committee of the School of Veterinary Medicine and Animal Science (CEUA-FMVZ number: 6810070817). Nelore (*Bos taurus indicus*) nulliparous beef heifers (n = 29) weighing 340 kg ± 32, with a body condition score between 3 and 4 (scale 1–5), with no gross reproductive anomalies were maintained in grazing conditions and received water and mineral supplementation ad libitum. Pre-breeding examinations were performed approximately 45 days before the experiment to ensure that all heifers were pubertal (presence of CL and a developed reproductive tract), as indicated by Holm^52^.

Heifers were subjected to an estrous synchronization protocol for TAI based on P4 and estradiol treatments. Briefly, on D–10 (D0 = TAI) an intravaginal P4 device (1.0 g of P4; Sincrogest; Ourofino Saúde Animal, Cravinhos, SP, Brazil) was inserted, and 1 mL i.m. of estradiol benzoate (2 mg; Sincrodiol; Ourofino Saúde Animal) and 2 mL i.m. of PGF2α (500 µg; of sodium cloprostenol; Sincrocio; Ouro Fino Saúde Animal) were injected. Eight days later, the P4 device was withdrawn and the animals were treated i.m. with a second PGF2α dose (Sincrocio; Ouro Fino Saúde Animal), 1 mL of estradiol cypionate (1 mg; Sincro CP; Ourofino Saúde Animal) and 1.5 mL of equine chorionic gonadotropin (300 U.I; Sincro eCG; Ouro Fino Saúde Animal). Two days after (D0), all heifers were treated i.m. with a gonadotropin-releasing hormone analog (10 µg; of buserelin acetate; Sincroforte; Ouro Fino Saúde Animal) and were artificially inseminated by a single operator using thawed semen from a single Nelore sire.

On D10, D14, D16, D18 and D20, blood samples (40 mL) were collected from the jugular vein into evacuated tubes (BD Vacutainer; São Paulo, Brazil) containing sodium heparin for isolation of immune cells and evaluation of plasma P4 concentration. On the same days, B-mode and color Doppler ultrasonography exams were performed to measure the area and blood perfusion of CL, respectively. Pregnancy diagnostics were performed on D28 and heifers were assigned to the pregnant (P) or non-pregnant (NP) groups, based on the presence or absence of an embryo with heartbeat.

### Isolation of immune cells

Blood samples collected for PBMC and PMN isolation (≈ 30 mL) were submitted to a Ficoll gradient protocol. To isolate each group of cells, whole blood was mixed with an equal volume of PBS, and the solution was layered onto 15 mL of Ficoll-Paque solution (GE Healthcare, Uppsala, Sweden), placed in a 50 mL conical tube, and then centrifuged at 1,100×*g* for 30 min 20 °C to obtain the buffy coat, as described previously^14^. After the gradient formation, the buffy coat was utilized for PBMC isolation and the last layer containing the granulocytes and red blood cells was utilized for PMN isolation, as reported previously^53^. The PBMC and PMN were subject to successive lyses steps with hypertonic solutions and then PBS restored the isotonicity. The resulting pellet was stored in a 1.5 mL conical tube at − 80 °C until RNA extraction. To check the purity of the PBMC and PMN, freshly isolated samples of each cell type were placed on a slice and stained with fast panotic method for morphological identification of cells by light microscopy under 400× magnification. The purity > 95% for all samples.

### Plasma progesterone concentrations

For P4 analysis, blood samples were stored in a box with chopped ice immediately after collection, plasma was harvested by centrifugation (2700 g/15 min/4 °C) and stored at − 20 °C. Concentrations of P4 were assayed with a solid-phase Radioimmunoassay kit (ImmuChem coated tube, MP Biomedicals, Costa Mesa, USA). The intra-assay CV for high and low reference controls and sensitivity for P4 were respectively, 2.32%, 2.03% and 0.01 ng/mL.

### Ultrasound evaluations

Ultrasound scanning was performed at D0 to detect a dominant follicle and 48 h later to confirm ovulation. On D10, 14, 16, 18 and 20, ultrasonography evaluations were executed to measure the area and blood perfusion of CL using the color Doppler mode. A duplex B-mode (gray-scale) and pulse-wave color Doppler ultrasound instrument (MyLab Delta Vet Gold; Esaote Healthcare; Italy) equipped with a multifrequency linear transducer (3.5–7.5 MHz) in B mode (RES-A, gain 50%, P 74 mm, X/M, PRS 1) and Doppler mode (gain 61%, PRF 730 Hz, frequency 6.3 MHz, WF 4, PRS 3, PRC M/2) was used. Area of the CL was determined using a B-mode still image and the tracing function. For CLs with anechoic fluid-filled cavities, the area of the cavity was subtracted from the total area^54^. The percentage of luteal area with color Doppler signals of blood flow at each examination was determined as described previously^14,55^.

### Study 1: discovery of novel pregnancy markers

To discover novel pregnancy markers, PBMC cells collected on D18 from six P and six NP heifers submitted to RNAseq. Although the minimum number of replicates commonly used for reliable results in RNAseq experiments is three per group, we preferred to increase it to six per group to be more robust and reduce the chance of false positive results^56^. Females were selected based on the CL blood perfusion and area on D18 (heifers bearing the largest CLs with at least > 40% of blood perfusion for the P group, and heifers bearing the smallest CLs with < 10% of blood perfusion for the NP group). These criteria was expected to generate contrasting groups of animals as the CL blood perfusion and area are strong correlate with P4 concentrations^54^, which is required during the pregnancy.

#### RNA extraction, library preparation, and RNA sequencing

The PBMC samples selected for RNAseq (n = 6/group), were submitted to RNA extraction. Cell pellets were thawed and immediately mixed with the lysis buffer from the RNeasy Mini Column Kit (QIAGEN, Hilden, Germany), according to the manufacturer’s instructions. The RNA yield was quantified using the Qubit RNA Broad Range Assay Kit (Eurogene, USA) on a Qubit Fluorometer, and integrity was assessed on Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, USA) using an Agilent RNA 6,000 Nano chip (Bioanalyzer, Agilent, Santa Clara, USA). All Samples used for RNAseq obtained RIN values ranging between 7.1 and 9.4. Libraries were prepared with 1 µg of RNA in the TruSeq Stranded mRNA Library Prep kit (Illumina, San Diego, USA) following manufacturer’s instructions. The Library size distribution was estimated through the Agilent DNA 1,000 chip (Agilent Technologies) and the library concentration was measured through Quantitative Real-Time PCR (qPCR) with a KAPA Library Quantification kit (KAPA Biosystems, Basileia, Switzerland). Samples were diluted, pooled in equimolar amounts and then sequenced at the “Centro Genômico Funcional Aplicado a Agropecuária e Agroenergia” at the University of São Paulo (São Paulo-SP, Brazil) using a HiSeq 2,500 Sequencer (Illumina).

#### Statistical analyses

Statistical analyses of P4 concentrations and CL characteristics were performed using SAS (version 9.2, SAS Institute Inc., Cary, NC, USA). Heifer was considered the experimental unit. Data were evaluated for the detection of outliers using Dixon test and for the normal distribution according to the Shapiro–Wilk test. When the raw data did not follow a normal distribution, they were transformed into natural logarithms or ranks. The plasma P4 concentrations, area, and blood perfusion of CL on D18 were analyzed using ANOVA by the MIXED procedure (SAS), considering the random effect of heifer.

#### Bioinformatics analyses

The sequences generated were filtered to remove low-quality sequences and contaminated reads using the SeqyClean 1.9.9 (https://github.com/ibest/seqyclean), and only high-quality paired-end sequences (with average PhredScore over 24) were used for further analysis. The samples were mapped against the *Bos taurus taurus* genome (ARS-UCD1.2) using the function –quantMode from the package STAR^57^. The significance of differential gene expression was assessed with the edgeR program^58^. These analyses were run in R/Bioconductor^59^, for each comparison analyses were conducted separately. Count data were first normalized by trimmed mean of M-values (TMM)^60^ for differences in sequencing effort and proportionality across libraries using the calcNormFactors function, while common dispersions were calculated using the estimate CommonDisp function^61^^.^ A Benjamini–Hochberg correction^62^ for multiple tests was applied to avoid false positives. Only genes with FDR < 0.05 were considered significant differentially expressed.

#### Enrichment analyses

The list of differentially expressed genes (DEGs), was analyzed using DAVID Bioinformatics Resources^63^ for gene enrichment analysis relying on *Bos taurus* annotation from the Gene Ontology (GO) consortium (geneontology.org). KEEG pathways were also assessed through the DAVID Bioinformatics Resources^63^. Both enrichment analyses adopt the Hypergeometric Test along with the Benjamini & Hochberg *p* value adjustment method^62^.

### Study 2: Expression profile of the novel markers in immune cells

The expression of 20 novel transcripts, that were identified as differentially expressed between P and NP groups in Study 1 was evaluated in PBMC and PMN samples collected on D10, 14, 16, 18, and 20. Twelve heifers were selected randomly from the P and NP groups (n = 6/group). Therefore, some heifers (n = 3) were also used for the transcriptome analysis in Experiment 1. The criteria used to select the genes discovered in Study 1 were: (1) differentially expressed genes (DEGs) that did not present overlap in the RNAseq TMM values between NP and P groups (Fig. 7); and (2) the DEGs with the highest log fold change (logFC) values.

**Figure 7:**
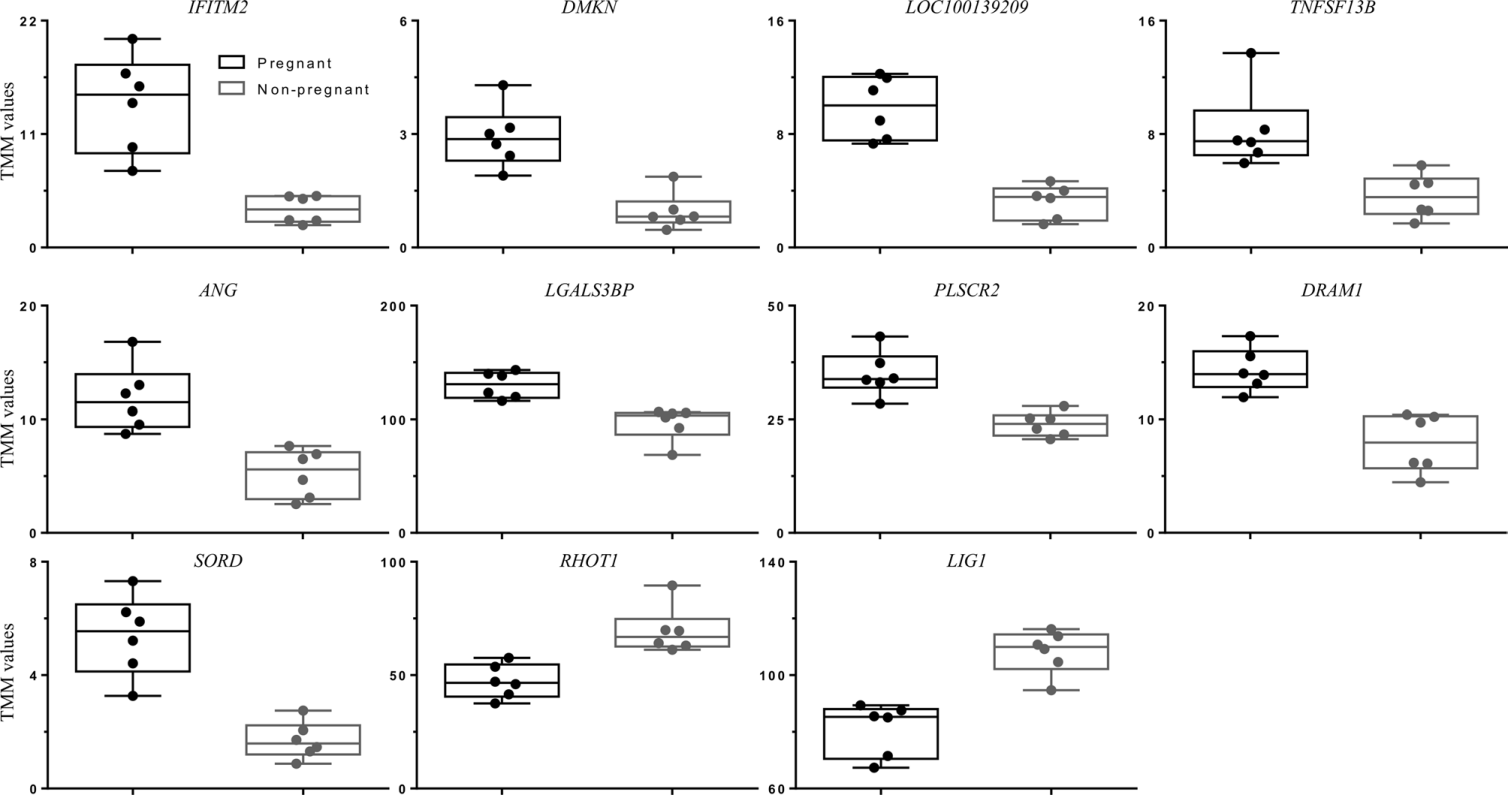
Box plot showing the maximum and minimum of trimmed mean of M-values (TMM) for the eleven genes with absence of overlap evaluated on qPCR. Each circle represents the specific TMM of each animal (n = 6/group).

#### RNA extraction, cDNA synthesis, and quantitative real-time reverse transcriptase polymerase chain reaction (qPCR)

Total RNA extraction of PBMC was performed using TRIzol reagent (TRIzol reagent; Life Technologies; Frederick, USA) in accordance with manufacturer’s guidelines. The PMN samples were submitted to RNA extraction through TRIzol and chloroform gradient, after the RNA obtaining the samples were passed through a column of the kit mini prep Direct-zol (ZYMO Research, USA) for purification in accordance to manufacturer’s guidelines. During the PMN extraction, the RNA was treated with DNase I included in the kit (mini prep Direct-zol) for 15 min at room temperature. Total RNA extracted from both cells was separately eluted with 20 µL of RNAse free water. Concentrations and purity of RNA in extracts were evaluated using spectrophotometry (NanoVueTM Plus Spectrophotometer, Ge Healthcare. UK) and absorbance ratios values (260/280) ranged between 1.7 and 2.

Before the reverse transcription, the isolated RNA from PBMC was treated with DNase I (DNaseI, Amplification Grade; Life Technologies) for genomic DNA contamination as per manufactures instructions. We synthesized complementary DNA (cDNA) from 500 ng (PMN) and 1000 ng (PBMC) of total RNA using the High-Capacity cDNA Reverse Transcription Kit (Life Technologies). A master mix (10 µL) containing random primers, reverse transcriptase enzymes and deoxynucleotides were added to 11 µL of samples. Samples were incubated at 25 °C for 10 min and then at 37 °C for 2 h, subjected to reverse transcriptase inactivation at 85 °C for 5 min, and stored at − 20 °C until qPCR analysis. The final RT reaction was diluted 1:80 and this cDNA was used as a template for each qPCR reaction.

Analyses of relative abundance of transcripts were performed using SYBR Green PCR Master Mix (Life Technologies) for the amplification reactions in a Step One Plus thermocycler (Applied Biosystems Real-Time PCR System; Life Technologies). Samples were run in triplicate and the maximum CV accepted among the replicates was 0.1. The optimized primer pairs were designed using primer design platform from national center of biotechnology information (NCBI) (https://www.ncbi.nlm.nih.gov/tools/primer-blast) based on the mRNA sequence of target genes obtained from the RefSeq database, on Genbank (https://www.ncbi.nlm.nih.gov/genbank/) and the specificity of the primer were checked by BLAST (NCBI, https://blast.ncbi.nlm.nih.gov/Blast.cgi). The qPCR products were submitted to SANGER-DNA sequencing, and identities of target genes were confirmed. Details of primers are provided in Table 3. In order to select reference genes, the Normfinder Microsof Excel applet was used^64^. The Glyceraldehyde-3-Phosphate Dehydrogenase (*GAPDH*) and Actin Beta (*ACTB*) were the most stable genes in PMN and *GAPDH* and Ciclofilin (*PPIA*) were the most stable genes on PBMC, therefore, were selected as reference genes among the others evaluated (Ribosomal Protein L30 [*RPL30*], Ribosomal Protein L15 [*RPL15*] and 18 S Ribosomal RNA [*18S*]).

**Table 3:** Bovine specific oligonucleotide forward and reverse primer sequences (5′-3′), primer efficiency in the standard curve and amplicon length of the genes evaluated on qPCR.

Target name	Gene number	Forward primer sequence (5′-3′)	Reverse primer sequence (5′-3′)	Efficiency (%)	Length (bp)
*A2M*	NM_001109795.1	TGCAACACAGTCTGGTCTCC	AGCACCATGTATTGCGGTTTT	107	143
*ANG*	NM_001078144.1	GGCCGAGGAGCCTTTGTTG	CATTCCGGCCCTTTGGTTTG	95	164
*BPI*	NM_173895.2	GCTGCCAGTGACAACCAAAC	TACACCATGCGATCGTGGTC	95	189
*CLEC3B*	NM_001046212.1	TGCCAAGAAAGATGCTGTGAG	TGGAAGGTCTTCGCTTGGAC	94	177
*CR1*	NM_001034407.1	GGCCTTGAGAAATGTGGCTCT	AGGGTAAGGCTTGGGGAACA	109	128
*DMKN*	NM_001082463.1	CAGGATGGCAAGACGCAGTA	CGGAAGTGCTTGCCTACCAA	91	192
*DRAM1*	NM_001031767.2	TGTACACGCTCCTGCAATCC	GAAGCACAGGCAATCATGGG	97	133
*IFI44*	XM_002686295.6	TCTGCCCATTGCTGAAGGAC	CCACATGGACCACATCAGACT	97	141
*IFI6*	NM_001075588.1	TGCTCTCCTCCAAGATACGGT	CAGAAGCTCGAGTCGCTGTT	106	161
*IFITM2*	NM_001078054.2	GCACATCGATCTCCCTACACA	GGTGTTGAACAGGGACCACA	104	157
*LGALS3BP*	NM_001046316.2	GGACTCGAGGCGTGAAAGAC	ATGTTCTCACACACCGTCCC	93	112
*LIG1*	NM_001102548.1	AACGGAAAGTCCCTGGTACG	TCACCGACTGCTCCAAGAAC	92	151
*LOC100139209*	XM_024989137.1	CTCCATCCACTACATGGGGC	CACTGGAGGGTCACATTCCC	98	183
*OAS2*	NM_001024557.1	GATCCCACTGACCCAACCAA	GTGATGCAGGCAGAACATTCC	95	139
*PLSCR2*	NM_001034436.1	GTGTACCAAAGAAGGACACACT	ACACTTGAGGGATCTGAAAACT	97	152
*RHOT1*	NM_001046082.1	CGTAGCTGCAAAGTCAGACC	CTTGTGTCACGTGCGGGTA	96	182
*RSAD2*	NM_001045941.1	TGGTTCCAGAAGTACGGTGAA	ACCACGGCCAATAAGGACAT	97	90
*SIGLEC1*	XM_025001078.1	GAGACAGCGGCACTTCGAG	GGTTCTGTTGCCTTGTTCTTTG	93	187
*SORD*	NM_001037320.1	CGGCATCTACGCCACTCATT	GGGTGACCAAGGGCTTTACA	95	194
*TNFSF13B*	NM_001114506.1	CTGCCCTGAAACAGCGGAT	CGTATAGTGGGCGTGTCACT	99	154

Determination of qPCR efficiency and Cq (quantification cycle) values per sample were performed with LinRegPCR software. Quantification was obtained after normalization of the target genes expression values (Cq values) by the geometric mean of the endogenous control expression values^65^. Twenty target genes were evaluated on PBMC cells. For PMN, genes with an increased expression in P or NP groups in PBMC were selected and only those validated in this immune cell type were evaluated (n = 9).

#### Statistical analyses

The data were evaluated for detection of outliers using Dixon test and the significant (*P* < 0.05) outliers detected were excluded from the analyses. The data that were not normally distributed according to the Shapiro–Wilk test were transformed with natural logarithm, rank and square root. The plasma P4 concentrations, area and blood perfusion of CL and the abundance of each transcript were analyzed by split-plot ANOVA using the MIXED procedure of SAS software (Version 9.2; SAS Institute) with a REPEATED statement to account for the autocorrelation between sequential measurements. The main effects of group (P or NP) and time (D10, 14, 16, 18 or 20) and their interaction (group-by-time) were evaluated for each variable, considering the significant (*P* ≤ 0.05) and approached significant effects (*P* ≤ 0.1). Heifers-within-group was used as a random effect. For the ratio and difference between D18 and D10 we considered each heifer as an experimental unit, using ANOVA by the MIXED procedure (SAS), heifer as a random effect, considering the significant (*P* ≤ 0.05) and approached significant effects (*P* ≤ 0.1).

## Supplementary information

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE136102. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136102).

How the deposited data were processed for this re-analysis (not part of the article)

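PBMC on day 18 post-TAI from 6 heifers of the P group and 6 of the NP group were measured by RNAseq, with 1 library per heifer. The authors filtered the reads with SeqyClean, mapped and counted them with STAR on ARS-UCD1.2, kept genes by a variance and a base mean filter whose limits are not given in the sources used here, scaled the libraries by TMM and tested them with edgeR. The deposited signal per heifer and gene is in CPM of the TMM-scaled library size. The deposited log2 fold changes and mean log2 CPM, and the deposited p-values with their Benjamini-Hochberg adjusted values, come from the authors' edgeR comparison of the P with the NP group. Conditions were taken from the sample labels. The column NP5768 was used as a heifer of the NP group by its prefix and its place in Fig. 2b, since no label carries that tag. No genome or coordinates were used here, and gene symbols are those of the authors' table.

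What 1 read is worth was found for each library from its low values, and 100% of the values came out as whole reads within 0.001 read. The listed genes held 178947129 reads in all, 12677512 to 17189560 per library. The 20 genes with most reads took 7.42% to 13.0% of a library. The first principal component of the log2 values held 25.6% of the variance and differed between the groups (exact permutation test, p = 0.00649, n = 6 each).

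Since the values are normalized, the comparison was made with limma 3.58.1 in R 4.3.3, with a trend, on log2(value + 0.5) of all 13433 listed genes, two-sided, with a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The design had been written for counts or normalized values, and the normalized branch applied. Count tests were run as alternatives on the recovered reads, with edgeR 4.0.16 (quasi-likelihood test, and exact test with common or tagwise dispersions) and DESeq2 1.42.0. Of 30 gene lists, 29 had at least 5 measured members and were tested with limma camera at a preset correlation of 0.01, adjusted over the 29 lists. Of these 14 were called, all higher in the P group, 0 were called with a correlation estimated per list (lowest adjusted p 0.0877) and 7 with fry. Those of fry were classic ISGs, type I ISGs, monocyte and plasma cell markers, lysosome, complement and pathogen sensors. Of the mitochondrially encoded mRNAs 0 were measured. Single values were compared with exact permutation tests, two-sided, over all ways to divide the heifers 6 against 6. A gene had no overlap when the lowest value of 1 group was above the highest of the other.

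The tests were tried on simulated reads for the 13433 genes of this comparison, with the means and library sizes of these heifers and 200 changed genes. Limma recovered 18%, 78%, 92% and 100% of genes changed by 0.5, 1, 1.5 and 2 on the log2 scale with 5 false calls, the quasi-likelihood test 16%, 78%, 94% and 100% with 3, the exact test with tagwise dispersions 26%, 82%, 98% and 100% with 15, the exact test with a common dispersion 18%, 86%, 100% and 100% with 118, and DESeq2 26%, 82%, 94% and 100% with 16. Of 20 unchanged lists camera called 0. Each simulated gene was drawn on its own, so this could not show what camera does where members of a list move together. Among the divisions of these heifers other than the real one, compared below, camera called a median of 9 of the 29 lists.

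Genes were named by a rule written before the data were examined: every gene that the paper's results or Table 1 name from the RNAseq, the genes of greatest change past the threshold, the leading members of each list, and the members of the enrichment terms. The values of Table 1 and the members of the terms had been seen by then. As no gene passed the threshold, leading genes of the authors' deposited calls were named in place of the genes of greatest change, and these, like the genes with the widest gap and those of the closing observations, were chosen after their values were seen. Alternatives covered the scaling between libraries, the pseudocount (0.1 and 1), the filter on low values, the test, marker lists as covariates, each heifer left out in turn, the members and the correlation of the lists. Added after the data were seen were P5593 and NP5606 left out together, and the exact test with tagwise dispersions for Table 1. In addition, 100 of the 462 divisions of the 12 heifers into 6 and 6, the real one and others drawn at random, were compared. The qPCR of the paper's second study, and PMN, were not analysed here, and the values of some members of the gene lists are not reported here.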

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

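The tests of a lower share of T cells and of the 3 explanations for P5593, the comparison of splits by the adjusted p of limma, and the splits for lists without members that the paper's supplementary tables name, were chosen only after the result was seen. Splits are 100 divisions of the 12 heifers into 6 and 6, the real one included.

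Monocyte markers were higher in the P group by camera with its preset correlation and by fry (adjusted p = 0.0461). With an estimated correlation camera did not call them (adjusted p = 0.241). At the preset correlation 3 of 100 splits gave an adjusted p as low (7.00e-18 in the real split and 5.15e-28 in the strongest of the others). But 13 of the 33 members stand in the paper's supplementary tables as DEGs of these heifers, which can favour the real split. Without them 10 of 100 splits gave an adjusted p as low (20 members, 6.74e-09 in the real split and 2.01e-15 in the strongest other). Removing DEGs of the real split works against it, so neither count decides and chance is not excluded. A lower share of T cells is argued against by the monocyte list moving apart from the B cell list (exact permutation test, p = 0.0325, n = 6 each) and from the NK cell list (exact permutation test, p = 0.0238, n = 6 each). A larger share of otherwise unchanged monocytes cannot be told apart from a change within them: after subtraction of the other members 33.3% of the markers, 11 of 33, differed between the groups at an unadjusted p under 0.05, over the bound of 20% set in advance, and 3 at an adjusted p under 0.05 (limma; FCN1 0.66, LYZ 0.47 and CEBPB -0.68), but that bound left out that a marker which other PBMC also express moves less than the share, and 0 markers were lower when adjusted over the list alone. Granulocytes among the PBMC cannot be told apart from monocytes either. With the granulocyte markers as a covariate the median log2 fold change of the monocyte markers was 0.27 (SD over members 0.21) in place of 0.77 (SD 0.32). This fall met the bound set in advance for granulocytes as the source, although the list was still called (camera with the preset correlation, adjusted p = 2.23e-09). But the means of both lists ran together across the heifers, so that this covariate does not separate the cells. That check was chosen after the values were seen. Of the 12 measured granulocyte markers 9 had a higher mean in the P group, and 4 were higher when adjusted over the list alone. BPI had 27.0 ± 10.9 and 9.21 ± 3.52, VNN2, one of the more abundant, 127 ± 49.4 and 73.3 ± 51.5, and the neutrophil receptor CXCR2 4.36 ± 1.86 and 4.02 ± 1.38 (SD, n = 6 each, P and NP). The paper used a Ficoll gradient and reports a high purity from smears, which does not exclude a small share of such cells. A change in the kind of monocyte, expression of the markers by other cells, and an effect of pregnancy or of the CL difference used to choose the heifers stay open and were not tested.

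The type I ISGs of the P heifer P5593 lay at the level of the NP group, at a mean log2 level of 5.55 against 6.34 to 6.52 in the other P heifers (gap 0.819 of the group's range), as did the classic ISGs at 5.00 against 6.23 to 6.69 (gap 0.729), IFI6 at 44.7 against 150 to 210 (gap 0.781), IFI44 at 16.7 against 47.4 to 55.5 (gap 0.868) and ISG15 (gap 0.655). Fewer reads are argued against by its 16308786 reads, above the P median of 14652558, and an exchange with an NP heifer by 0 NP heifers at the level of the other P heifers, the highest NP level being 5.70. A wrong label of P5593 alone cannot be told apart from a correct one. Outside the interferon and monocyte lists P5593 lay on the P side of all NP heifers at 63.7% of the 102 genes that separate the other heifers. This share ran from 12.5% to 84.4% in the other P heifers and from 32.1% to 89.1% in the NP heifers, each against the other heifers of the NP group. It does not separate the groups and cannot decide on a label. For every P heifer it counts the same 65 genes, those without overlap between the full groups. For an NP heifer, each gene that separates the groups only without that heifer counts by construction. The mean level of the monocyte markers in P5593, 6.81, was above that of all NP heifers. The 89.1%, of 376 genes, belongs to NP5606 and says nothing on its label for the same reason. Monocyte markers in NP5606 were the highest of the NP group at 6.63, and its type I ISGs were at 5.70, below all P heifers but P5593. A wrong label of NP5606 is not excluded either. A pregnancy of P5593 with a weak or absent interferon signal on day 18 stays open and was not tested. The paper assigned heifers to the P or NP group by the presence or absence of an embryo with a heartbeat seen later by ultrasound. It chose P heifers with large, well perfused CLs and NP heifers with small, poorly perfused ones. With P5593 included, 2 of 100 splits gave an adjusted p as low for the type I ISGs (4.59e-30, strongest other 8.85e-44), but the list did not pass with an estimated correlation (adjusted p = 0.148). The list passed fry (adjusted p = 0.00920). Of its 60 members 26 stand in the paper's supplementary tables as DEGs of these heifers, which can favour the real split. Without them 5 of 100 splits gave an adjusted p as low (34 members, 1.57e-12, strongest other 3.07e-19). Removing DEGs of the real split works against it, so neither count decides and chance is not excluded by the splits of these heifers. The paper holds further evidence on single ISGs. Its second study used qPCR on heifers of which only some were also sequenced. It reports greater IFI6, RSAD2, IFI44 and IFITM2 expression in PBMC of the P group on day 18. The splits also decide nothing for the classic ISGs (2 of 100, 3.05e-09, strongest other 3.46e-10, and adjusted p = 0.0877 with an estimated correlation), which the paper named from the DEGs of these heifers.

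The tests differed in the number of genes they called. For the 220 genes of the exact test with tagwise dispersions 2 of 100 splits were as large, with 516 in the highest other. This argues against chance for that count alone and does not exclude it. Chance is also not excluded for the 2087 genes of limma at an unadjusted p under 0.05 (5 of 100, highest other 3116), the 68 genes without overlap (9 of 100, highest other 368) or the 14 lists (15 of 100, highest other 18). For the 0 genes of limma at the adjusted p the splits decide nothing, since all 100 of 100 reach 0 (highest other 305). Whether the exact test understates the spread between heifers cannot be told apart from a gain in power, since it called at least 10 genes in 10.9% of 46 splits with 3 heifers of each group on each side, between the bounds of 10% and 20% set in advance, with 22 genes at most. The split with 516 genes exchanges NP5606 for P5682, so that 5 P heifers stay on 1 side, and gave 289 genes with limma. The split with 305 sets P5846, P5611, NP5768, NP5487, NP5602 and NP5573 against the rest, which mixes the groups. Whether the samples have a structure other than the groups was not tested. Without NP5606 limma called 230 genes, without P5593 40, without P5846 1 and without NP5514 1.

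Among 138 groups of 6 values, 14 had a heifer far from the others by Dixon's ratio of gap to range, where chance gives 6.9. CASP1 was low in NP5768, at 25.1 against 38.8 to 49.1 in the other NP heifers (0.650). LGALS3BP was low in NP5573, at 68.8 against 92.5 to 106 (0.680). RHOT1 was high in NP5573, at 89.5 against 61.2 to 69.8 (0.652). ISG15 was low in NP5514, at 13.3 against 18.0 to 20.0 (0.741). MX2 was low in NP5606, at 11.6 against 28.4 to 44.8 (0.660). MIC1 was low in P5611, at 3.66 against 8.27 to 12.8 in the other P heifers (0.644). The mean log2 level of the T cell markers was low in NP5514, at 6.84 against 7.09 to 7.24 (0.637). That of the granulocyte markers was high in NP5606, at 4.94 against 3.74 to 4.16 (0.654). That of MHC class II presentation was low in NP5606, at 6.11 against 7.89 to 8.16 (0.867). P5846 (6.60), P5777 (6.11) and P5611 (6.04) had similar levels, and these heifers and NP5606 had almost no BOLA-DQA2 and BOLA-DQA5, members of this list.

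Of the groups of genes the paper does not discuss, the ribosomal protein list was higher in the P group, with 88 of 93 members higher and a median log2 fold change of 0.21 (camera, adjusted p = 3.24e-12, and adjusted p = 0.377 with an estimated correlation), and quantile normalization gave a median of 0.05, while 10 of its symbols are S6 kinases and the other 83 had a median of 0.21. Glycolysis and pentose phosphate genes were higher in 20 of 21 cases, with a median of 0.34 (camera, adjusted p = 3.60e-07, and adjusted p = 0.306 with an estimated correlation) and 10 higher when adjusted over the list alone. At the preset correlation they were no longer called with the monocyte markers as a covariate (adjusted p = 0.486), while the ribosomal proteins still were (9.57e-06).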

How the results depend on the processing

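Leaving out P5593 and NP5606 together, and the exact test with tagwise dispersions for Table 1, were chosen after the data were seen. The number of called genes depended on the test: limma called 0, as it did with median-of-ratios scaling, both pseudocounts, both filters and the 3 covariates, edgeR's quasi-likelihood test also 0 (2012 at an unadjusted p under 0.05), quantile normalization 3, DESeq2 259, the exact test 220 with tagwise and 671 with a common dispersion, and array quality weights 323. Without 1 heifer it ran from 0 to 230 (230 without NP5606, 40 without P5593, 1 without P5846, 1 without NP5514), and with P5593 and NP5606 both out it was 113. Genes without overlap numbered 68, 70 with median-of-ratios scaling, 80 to 522 without 1 heifer (522 without P5846, 406 without NP5606, 155 without P5611, 137 without P5682, 136 without P5593, 125 without NP5514, 115 without NP5573, 104 without P5623) and 484 with both out. Among called genes they numbered 0, and 25 among the genes that the authors' deposited table calls. Camera called 14 lists, fry 7, and a correlation estimated per list 0, against 11 with the monocyte covariate, 11 without members named in the supplement and 13 to 18 without 1 heifer. With the monocyte covariate, at the preset correlation only, 4 lists turned: gamma-delta T cell markers (adjusted p = 0.000162, lower), B cell markers (0.00327, higher), granulocyte markers (0.387, lower) and progesterone and glucocorticoid response (0.0336, lower). Beyond the fewer heifers where some were left out, the cause was not tested. All 28 genes of Table 1 kept their direction in the settings run for them, which were median-of-ratios scaling, both pseudocounts, the monocyte covariate, each heifer left out, P5593 and NP5606 both out, and the exact test with tagwise dispersions. They were chosen as DEGs of these heifers, and the 18 without overlap cannot turn when heifers are left out, so this is no independent evidence. Over all alternatives, single lists kept their direction and side of the threshold in 437 cases, gained a call in 16 and lost it in 34, and genes of Table 1 kept both in 428 and gained a call in 76. No gene of Table 1 could lose a call, since limma called 0 in the main fit. The median of all log2 fold changes was -0.01, and -0.01 with median-of-ratios and -0.02 with quantile scaling. Genes with few reads, such as DMKN at a mean TMM value of 0.951 in the NP group, are limited by depth. No paired analysis was possible because each heifer is in 1 group and the groups share no replicate numbers.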

Differences from the paper's values

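The exact test with tagwise dispersions for Table 1, and P5593 and NP5606 left out together, were chosen only after the values were seen.

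The paper gives 220 DEGs, 200 up-regulated and 20 down-regulated in the P group, at FDR under 0.05, and limma gave 0, 0 and 0 at the same threshold. Of the alternatives set before the data were examined, the exact test with tagwise dispersions gave 220 (200 higher, 20 lower), all of them genes the paper calls. DESeq2 gave 259 (225 higher, and 34 lower, which differs), with 187 of the paper's genes, array quality weights 323 (261 higher, and 62 lower, which differs) with 150, and limma without NP5606 230 (221 higher, and 9 lower, which differs) with 140. The others still differed, at 671 genes for the exact test with a common dispersion (193 of the paper's), 40 without P5593 (38 of the paper's), 3 for quantile normalization (3 of the paper's), 1 without P5846 (1 of the paper's), 1 without NP5514 (0 of the paper's) and 0 for the rest. Without P5593 and NP5606, chosen after seeing the values, limma called 113, which drops 124 of the paper's genes.

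For 6 genes of Table 1 the log2 fold change here, on the log2(value + 0.5) scale, differed from the paper's by more than its error: SORD had 1.44 (SE 0.22) against the paper's 1.6632, DMKN 1.26 (SE 0.22) against the paper's 1.6092, LOC782062 1.10 (SE 0.21) against the paper's 1.4317, FRMD4A 0.97 (SE 0.19) against the paper's 1.2734, SLCO2B1 1.74 (SE 0.43) against the paper's 2.4124 and CLEC3B 1.70 (SE 0.46) against the paper's 2.1951. With a pseudocount of 0.1 none of the 6 differed. Without P5593, NP5606 or NP5602 neither SORD nor CLEC3B differed, nor did SORD without P5623, P5611 or NP5768, nor CLEC3B without P5682. Median-of-ratios scaling, a pseudocount of 1, the monocyte covariate and the other heifers left out still gave a difference for all 6. The exact test with tagwise dispersions, chosen for Table 1 after seeing the values, gave the paper's value for all 6 and drops 0 of the paper's genes, and P5593 and NP5606 left out together, also chosen after, removed the difference for SORD, SLCO2B1 and CLEC3B and drops 124.

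The paper's methods name a common dispersion. For the 220 genes that the authors' deposited table calls, the exact test with tagwise dispersions matched its log2 fold changes within 5.05e-13 and its log10 p within 1.10e-09, and a common dispersion called 671. The paper analyses 13434 genes, and the authors' deposited table lists 13433. The paper reports that OAS1X overlaps between the groups. Here its lowest value in the P group was 57.5 and its highest in the NP group 57.2, while ISG15 did overlap. The paper places both among its top transcripts, and in the authors' deposited table OAS1X ranks 4 by p-value and 21 by log2 fold change, while ISG15 ranks 1 by both. For its second criterion the paper names the genes of highest log fold change, and IFI44, the last of the 10 in Table 1, ranks 29 by that measure in the authors' deposited table. Of these 29 genes, 10 are listed for it, 5 are in Table 1 for the absence of overlap, 5 are classic ISGs, and 9 are none of these, among them LOC504773 and LOC788801 at ranks 2 and 3.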

Other observations

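The genes and libraries named here were chosen after their values were seen, apart from members of the gene lists and genes the paper names, as was the correlation of the monocyte and granulocyte lists. Plasma cell markers rose as a group in the P group, with 12 of 12 higher and a median log2 fold change of 0.34 (limma camera, adjusted p = 8.25e-05, and adjusted p = 0.241 with an estimated correlation), and 5 were higher when adjusted over the list alone. JCHAIN, which joins IgA and IgM into polymers, had a TMM value of 327 ± 160 (SD, n = 6) in the P group and 169 ± 36.1 (SD, n = 6) in the NP group. MHC class I presentation genes were higher in 14 of 15 cases, with a median of 0.23 (camera, adjusted p = 0.00114, and adjusted p = 0.374 with an estimated correlation), and TNF superfamily ligands in 11 of 14, with a median of 0.17 (camera, adjusted p = 0.0167, and adjusted p = 0.359 with an estimated correlation). Dendritic cell markers were higher in 11 of 16 cases, with a median of 0.18 (camera, adjusted p = 0.0280, and adjusted p = 0.241 with an estimated correlation). Adjusted over the list alone, 0 MHC class I genes, 3 TNF superfamily ligands and 0 dendritic cell markers passed limma, and at an unadjusted p under 0.05 there were 5, 3 and 4.

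Other lists did not pass camera. The adjusted p was 0.0634 for the interferon receptor and its signalling (median log2 fold change 0.06), 0.123 for inflammatory cytokines and chemokines (0.17), 0.190 for mitochondrial dynamics and transport (-0.05), 0.194 for platelet markers (-0.33), 0.414 for stress and early response (0.15), 0.747 for gamma-delta T cell markers (0.07), 0.747 for regulatory T cells and tolerance (-0.02), 0.747 for DNA replication (0.04), 0.850 for erythroid markers (-0.08) and 0.987 for T helper cytokines and regulators (-0.00). Progesterone and glucocorticoid response genes, listed because P4 differed between the groups, had a median of 0.00 (adjusted p = 0.603). MHC class II presentation genes had a median of -0.00, a mean of -0.45 and a test direction of higher (adjusted p = 0.533).

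With the mean level of the monocyte markers as a covariate, camera still called the type I ISGs (adjusted p = 1.20e-32), the classic ISGs (2.13e-10), plasma cell markers (5.47e-06), pathogen sensors (0.0105) and ribosomal proteins (9.57e-06), and no longer called lysosome (0.940), complement (0.899), glycolysis (0.486), TNF superfamily ligands (0.498), MHC class I (0.188), dendritic cell markers (0.942) and the genes evaluated as qPCR references (0.134). T cell markers (0.00268), gamma-delta T cell markers (0.000162), platelet markers (0.00799) and progesterone and glucocorticoid response (0.0336) were then called lower. DNA replication (1.88e-05) and B cell markers (0.00327) were called higher, and granulocyte markers were no longer called either (0.387). All of these used the preset correlation only. The covariate itself differed between the groups (exact permutation test, p = 0.0130, n = 6 each), so it also takes up part of the group difference.

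Across the 12 heifers the mean log2 levels of the monocyte and granulocyte markers, 1 relation, had a Pearson r of 0.947 (permutation test, p = 1.00e-05, the smallest that 100000 resamples can give) and a Spearman rho of 0.937 (permutation test, p = 3.00e-05), and r was 0.903 without the 2 heifers farthest from the median of the granulocyte markers. Within the P group r was 0.973 (exact permutation test, p = 0.00556, n = 6) and rho 1 (exact permutation test, p = 0.00278), and r was 0.973 without the 2 farthest. Within the NP group r was 0.925 (exact permutation test, p = 0.0208, n = 6) and rho 0.657 (exact permutation test, p = 0.175), and r was -0.292 without the 2 farthest, so that within this group the relation rests on these heifers.

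S100A13, a calcium-binding protein, had 10.8 to 51.6 in all 6 P heifers and 30.7 in NP5514, and 0 to 0.137 in the other 5 NP heifers (log2 fold change 4.27, limma adjusted p = 0.148, exact permutation test p = 0.0108, n = 6 each). The MHC class II genes BOLA-DQA2 and BOLA-DQA5 were at 0.0584 to 0.352 in P5846, P5777, P5611 and NP5606 and at 74.1 to 1312 in the other 8 heifers. BOLA-DQB was at 0.211 to 0.292 in P5777, P5611 and NP5606, 16.3 in P5846 and 105 to 240.2 in the other 8. The collagen genes COL1A2 and COL3A1 were highest in NP5606 (7.19 and 8.12) and NP5602 (5.94 and 7.01). LOC504773 had 157 in P5777, 87.6 in P5623 and 72.8 in P5593, and 1.59 to 30.4 in the other 9 heifers.

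The 5 genes measured here of those that the paper evaluated as qPCR references, GAPDH and PPIA (selected for PBMC), ACTB (selected with GAPDH for PMN), RPL30 and RPL15, were all higher in the P group in mean, with a median log2 fold change of 0.21 (camera, adjusted p = 0.0129, and adjusted p = 0.374 with an estimated correlation) and of 0.08 with quantile normalization. GAPDH had 1219 ± 193 and 971 ± 81.1 (SD, n = 6 each), a log2 fold change of 0.32 (SE 0.11, limma adjusted p = 0.235), and it alone passed when adjusted over the list alone. PPIA had 569 ± 98.0 and 519 ± 30.2, and ACTB had 4582 ± 567 and 4096 ± 268 (SD, n = 6 each).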
